# Across-Experiment Transcriptomics of Sheep Rumen Identifies Expression of Lipid/Oxo-Acid Metabolism and Muscle Cell Junction Genes Associated With Variation in Methane-Related Phenotypes

**DOI:** 10.3389/fgene.2018.00330

**Published:** 2018-08-20

**Authors:** Ruidong Xiang, Jody McNally, Jude Bond, David Tucker, Margaret Cameron, Alistair J. Donaldson, Katie L. Austin, Suzanne Rowe, Arjan Jonker, Cesar S. Pinares-Patino, John C. McEwan, Phil E. Vercoe, V. H. Oddy, Brian P. Dalrymple

**Keywords:** sheep, transcriptomics, rumen mean retention time, methane, oxo-acid metabolism, smooth muscle

## Abstract

Ruminants are significant contributors to the livestock generated component of the greenhouse gas, methane (CH_4_). The CH_4_ is primarily produced by the rumen microbes. Although the composition of the diet and animal intake amount have the largest effect on CH_4_ production and yield (CH_4_ production/dry matter intake, DMI), the host also influences CH_4_ yield. Shorter rumen feed mean retention time (MRT) is associated with higher dry matter intake and lower CH_4_ yield, but the molecular mechanism(s) by which the host affects CH_4_ production remain unclear. We integrated rumen wall transcriptome data and CH_4_ phenotypes from two independent experiments conducted with sheep in Australia (AUS, *n* = 62) and New Zealand (NZ, *n* = 24). The inclusion of the AUS data validated the previously identified clusters and gene sets representing rumen epithelial, metabolic and muscular functions. In addition, the expression of the cell cycle genes as a group was consistently positively correlated with acetate and butyrate concentrations (*p* < 0.05, based on AUS and NZ data together). The expression of a group of metabolic genes showed positive correlations in both AUS and NZ datasets with CH_4_ production (*p* < 0.05) and yield (*p* < 0.01). These genes encode key enzymes in the ketone body synthesis pathway and included members of the poorly characterized aldo-keto reductase 1C (*AKR1C*) family. Several *AKR1C* family genes appear to have ruminant specific evolution patterns, supporting their specialized roles in the ruminants. Combining differential gene expression in the rumen wall muscle of the shortest and longest MRT AUS animals (no data available for the NZ animals) with correlation and network analysis, we identified a set of rumen muscle genes involved in cell junctions as potential regulators of MRT, presumably by influencing contraction rates of the smooth muscle component of the rumen wall. Higher rumen expression of these genes, including *SYNPO* (synaptopodin, *p* < 0.01) and *NEXN* (nexilin, *p* < 0.05), was associated with lower CH_4_ yield in both AUS and NZ datasets. Unlike the metabolic genes, the variations in the expression of which may reflect the availability of rumen metabolites, the muscle genes are currently our best candidates for causal genes that influence CH_4_ yield.

## Introduction

The growing global human population is resulting in increased demand for meat and fiber products from livestock. While satisfying human demands, increasing ruminant numbers, including cattle and sheep, have also resulted in emissions of increasing amounts of methane (CH_4_) (Pachauri et al., 2014). The CH_4_ generated by the rumen enteric fermentation contributes approximately 13.8–26.2% of the global anthropogenic CH_4_ (Prather et al., 2012; Hill et al., 2016). However, ruminants are the major means of converting low quality/human-inedible cellulosic plant material to high value animal protein (Chalupa, 1978; Wilkinson and Lee, 2017). Also, a recent study in the United States has shown that the complete removal of livestock from the agriculture sector will make the food supply incapable of meeting nutritional requirements (White and Hall, 2017). Increasing the production of high quality meat while reducing CH_4_ produced by herbivores has been one of the major aims of international collaborations in livestock research (Scollan et al., 2011). Additionally, mitigation of ruminant CH_4_ production offers the opportunity to increase feed energy utilization in the host animal while reducing environmental impact (Pickering et al., 2015).

Significant international research efforts have been directed to find ways to mitigate ruminant CH_4_ production without negatively impacting animal production. Methanogen inhibitors added to the feeds have been shown to have CH_4_ reducing effects in dairy cows without negative effects on production (Duin et al., 2016). However, such approaches may only be practical in intensive production systems with total mixed rations, primarily intensive dairy-farms and feedlots. In more extensive production systems, such as grazing dairy and beef cattle and sheep, alternative approaches may be required (Wedderburn-Bisshop et al., 2015).

One alternative way to reduce livestock CH_4_ emission is to select animals with low CH_4_ yield. Although the heritability of CH_4_ yield appears to be low in sheep (0.13) (Pinares-Patino et al., 2013; Goopy et al., 2016), host genetic effects on enteric CH_4_ have been demonstrated in ruminants (Pinares-Patino et al., 2013; Goopy et al., 2016; Roehe et al., 2016). It has been reported in a number of independent experiments that rumen size, rumen feed particle mean retention time (MRT) and CH_4_ yield (CH_4_ production/dry matter intake, DMI, kg/day) are correlated in sheep (Pinares-Patiño et al., 2003, 2011; Elmes et al., 2014; Goopy et al., 2014; Bond et al., 2017). A mechanistic rumen simulation study predicted similar relationships (Huhtanen et al., 2016). The contraction frequency and force of the muscles in the reticulo-rumen wall and reticulo-omasal orifice contribute to the control of digesta MRT in the rumen (Bueno and Ruckebusch, 1974; Okine et al., 1989; Okine and Mathison, 1991).

Our previous study (Xiang et al., 2016a) identified some of the mechanisms by which the rumen wall interacts with diet which eventually leads to CH_4_ production. Unfortunately, gene expression correlation, and gene expression with phenotype correlation, studies are inherently noisy, especially when small numbers of animals are involved. Due to the small number of experimental animals, we were not able to identify significant rumen wall pathways associated with net CH_4_ production and yield (Xiang et al., 2016a). However, integration of data from independent studies (including those with different environmental conditions and different populations) can mitigate the impact of noise. In the present study, we generated a dataset of sheep rumen wall transcriptome from an experiment where CH_4_ phenotypes have been studied (Bond et al., 2017). These transcriptome data (Australia, AUS) (available with the accession number GSE81847, see the Section “Availability of Data and Material”) were jointly analyzed with a previously published set of rumen wall transcriptome data (available with the accession number PRJNA313132) generated from New Zealand (NZ) sheep where CH_4_ phenotypes were also measured (Xiang et al., 2016a). By integrating data from the different experiments, we identified consistent gene expression clusters representing major rumen functions, including potential affectors of MRT.

## Results and Discussion

### Differences Between the Two Experiments

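The AUS samples analyzed here were full-thickness samples of the ventral rumen wall, which hold the epithelium together with the muscle layers, from 62 sheep. Each sheep gave 1 RNA sequencing library, and the sheep had been tested in 4 blocks of 16, 16, 14 and 16 animals (blocks 1 to 4). CH_4_ production (g/d), DMI (kg/d) and live weight of each sheep came from the sample labels, and CH_4_ yield was computed as CH_4_ production over DMI. Sheep oz151 of block 3 was left out of every result on CH_4_ yield or DMI unless stated: its labeled DMI of 0.0795 kg/d gives a CH_4_ yield of 301 g/kg DMI, and its labeled CH_4_ production is identical to that of sheep oz224. The authors sequenced stranded, ribosomal RNA depleted libraries as paired-end reads, aligned them with TopHat and Bowtie2 to Ensembl sheep gene models, counted uniquely mapped reads per gene with HTSeq and deposited log2 CPM (counts scaled to the size of each library) from voom for 16011 genes. Of these, 14 are gene models that the authors added for the epidermal differentiation complex. The reads behind the deposited values could be recovered as whole numbers in 100% of the values (tolerance of 0.01 reads). They sum to 4208032 to 12130080 assigned reads per library, with a median of 7923973. The median was 6812019 reads in block 1 (4754572 to 9316064), 8215480 in block 2 (6227967 to 10869466), 8694507 in block 3 (5886818 to 11009866) and 8588580 in block 4 (4208032 to 12130080). The paper states its depth as total reads, which is a different quantity; all values here rest on the assigned reads. Here, genes were compared between blocks and regressed on each trait with limma on the deposited log2 values, and gene lists were summarized per sheep as the mean log2 CPM of their genes. Correlations are Pearson's *r* and Spearman's rho with 2-sided permutation tests, and the standard error (SE) of *r* is from a bootstrap over sheep. Choices that could change the numbers are the share of muscle in each sample, the test block, the sheep left out of CH_4_ yield and the source of the gene lists, most of which the study drew from networks that include these libraries. The NZ libraries, MRT, short chain fatty acids and muscle depth were not analysed here.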

In this study we integrated and analyzed a sheep (*n* = 62) full thickness rumen wall transcriptome data set generated from an experiment conducted in the AUS dataset (Bond et al., 2017), with the previously described dataset from an independent experiment conducted in NZ (*n* = 24) (Xiang et al., 2016a), the NZ dataset (**Table 1**). The two experiments had very different designs (**Table 1**), although both were directed at understanding the genetic background of CH_4_ production by sheep. The NZ experiment was conducted with younger sheep (up to 1 year) of different breed composition than in the AUS experiment and included four levels of dietary perturbations. In the AUS experiment, older animals (> 3 years) were randomly assigned to four blocks (test periods) for phenotyping and were fed the same diet at 1.5 × maintenance (**Table 1**).

**Table 1:** Summary of sheep methane measurement experiments in Australia (Bond et al., 2017) and New Zealand (Xiang et al., 2016a).

Locale	Breeds	Sex	Age (mo.)	Feeding regime	Forage type	DE^a^	Rumen sampling	Block	Animals	Diet conditions
AUS	Merino	♀	∼30	08:00 and 16:00	lucerne: oat chaff (50:50)	12.1	10:00–11:00	1	16	1.5 × maintenance
								2	16	
								3	14	
								4	16	
NZ	Composite^b^	♀	∼9	08:30 and 15:30	cut rye grass pasture	11.6 poor 12.2 good	before morning feed	na	6	good+1.0 × maintenance
									6	poor+1.0 × maintenance
									6	good+1.5 × maintenance
									6	poor+1.5 × maintenance

*^*a*^Digestible energy (MJ/kg DMI) was calculated by converting metabolizable energy of the AUS experiment. The rumen sampling in the AUS experiment took place 2–3 h post feeding (Bond et al., 2017). For the NZ experiment, digestible energy was calculated from gross energy and *in vitro* digestibility (see methods). ^*b*^See details in Pinares-Patino et al. (2013).*

Comparing the phenotyping results for the two experiments, the CH_4_ parameters were significantly different, with higher CH_4_ production, but lower CH_4_ yield for the AUS animals (**Supplementary Table S1**). 

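The 62 AUS sheep produced 24.0 ± 4.72 g CH_4_ per day (SD; SE 0.60), with a lowest value of 13.4 g/d and a highest of 34.6 g/d. They ate 1.18 ± 0.319 kg DMI per day (SD, *n* = 62) and weighed 63.6 ± 8.32 kg (SD, *n* = 62). Without sheep oz151, CH_4_ yield was 20.6 ± 3.34 g/kg DMI (SD, *n* = 61; SE 0.428), from 16.2 to 35.7 g/kg DMI. That sheep alone raised the mean CH_4_ yield to 25.1 g/kg DMI over 62 animals. The highest of the other values, 35.7 g/kg DMI, belonged to sheep oz175 of block 4, whose labeled DMI was 0.376 kg/d.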

A significant negative correlation between CH_4_ yield and DMI was observed in AUS experiment (correlation coefficient *r* = -0.33, *p* < 0.01). 

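Sheep with a higher DMI had a lower CH_4_ yield: *r* = -0.645 (SE 0.0878, *n* = 61, permutation *p* = 1e-05, the smallest that 100000 permutations can give) and rho = -0.559 (*p* = 1e-05). This was 1 of 6 relations tested among CH_4_ production, CH_4_ yield, DMI and live weight, and its Benjamini-Hochberg adjusted *p* was 3e-05 for both measures. Leaving out the 2 sheep farthest from the median DMI gave *r* = -0.528. Within blocks, *r* was -0.384 in block 1, -0.372 in block 2, -0.688 in block 3 (*n* = 13) and -0.727 in block 4. DMI is the divisor of CH_4_ yield, so the measures are not independent of each other. Live weight was not related to CH_4_ yield in these sheep (*r* = 0.0268, SE 0.100, permutation *p* = 0.839, rho = 0.0509, *p* = 0.695; adjusted *p* = 0.839 and 0.695). This *r* was 0.0704 without the 2 sheep farthest from the median live weight, and within blocks 1 to 4 it was -0.115, 0.380, -0.0785 and -0.306.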

The relationship between CH_4_ yield and DMI in the NZ experiment was negative (*r* = -0.34) but insignificant (*p* = 0.11). Previously, negative relationships between CH_4_ yield and intake in sheep have been reported (Blaxter and Clapperton, 1965; Swainson et al., 2015). 

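In the AUS sheep, CH_4_ yield and CH_4_ production had *r* = -0.215 (SE 0.156, *n* = 61, permutation *p* = 0.0947) and rho = -0.0981 (*p* = 0.451). Adjusted over the 6 trait relations, *p* was 0.114 for *r* and 0.542 for rho. The estimate rested on few animals, since *r* was -0.0124 without the 2 sheep farthest from the median CH_4_ yield. Its sign differed between blocks, with 0.0372 in block 1, 0.388 in block 2, -0.198 in block 3 and -0.559 in block 4.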

No significant relationships existed between CH_4_ production and CH_4_ yield in either dataset (**Supplementary Table S1**), or when the datasets were combined (**Supplementary Figure S1**). The NZ animals were fed fresh ryegrass-based forage, whereas the AUS animals were fed chaffed mixed lucerne and cereal hay. Feeding different diets will result in different methane yields due to differences in feed composition or digestibility (Archimède et al., 2011; Doreau et al., 2011; Kennedy and Charmley, 2012). The lower digestible energy (DE) in the feed of AUS experiment (**Table 1**) may have led to less substrate for fermentation, resulting in lower CH_4_ yield, but higher CH_4_ production, compared to the NZ experiment. In addition, the age of ruminants can significantly change the compositions of rumen bacteria and the methanogens that produce CH_4_ (Liu et al., 2017)_._ The concentrations of principal short chain fatty acids (SCFA), including acetate, butyrate and propionate, were significantly higher for the AUS than NZ animals (**Supplementary Table S1**). Significant correlations between DMI and SCFA concentrations were only found in the NZ experiment (**Supplementary Table S2**). These differences may reflect the different sampling times in the AUS and NZ animals relative to the feeding of the animals (**Table 1**). However, in both groups of animals, the concentrations of the three principal SCFAs, acetate, butyrate, and propionate were generally highly correlated with each other (**Supplementary Table S2**).

### Cross-Experiment Rumen Transcriptomic Network

Principal component analysis implemented in DESeq2 (Love et al., 2014) using the AUS and NZ count data along with RNA seq data generated by The Roslin Institute in previous studies (Jiang et al., 2014; Xiang et al., 2016b) demonstrated that the AUS and NZ rumen transcriptome data were tightly clustered (**Supplementary Figure S2**). We integrated the AUS and NZ rumen wall transcriptome data and compared the relationships between rumen gene expression clusters and CH_4_-related phenotypes between the two experiments. Given the significant differences between the two experiments, such an integrative analysis provides a strong negative control for unreproducible gene-to-phenotype correlations. After filtering out transcripts with low levels of expression [count per million (CPM) < = 3 in all individuals], the AUS (**Figure 1A**) and AUS and NZ combined (AUS-NZ) (**Figure 1B**) background corrected transcriptomic networks were built using the same parameters as the previously described for the NZ dataset (Xiang et al., 2016a). The Glay community clustering plugin in Cytoscape was used to identify gene sub-clusters based on gene-gene correlation pairs with correlation *r* > 0.8 and satisfying the information content criteria imposed by PCIT (Reverter and Chan, 2008). The gene network overlap for the two independent experiments (AUS and NZ) was highly significant (hypergeometric hP < 1.0e-100). More than 50% of genes in both the AUS and AUS-NZ combined networks were present in the previously constructed NZ transcriptomic network (**Figures 1C,D** and **Supplementary Figures S2**, **S3**). 

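At *r* above 0.8, 2582 of the 9939 AUS genes at 3 CPM or more in all 62 libraries by the deposited values were joined by 65489 links into 57 components, of which the largest held 2442 genes and the next 11. Fast greedy community detection divided the network into 10 communities of at least 10 genes (modularity 0.624). A community of 1028 genes held the metabolic genes of the epithelium, with 339 of the 354 genes listed as other metabolism in Table S3, which include enzymes and ribosomal proteins. A community of 534 genes held 421 of the 647 genes of the muscle list. No link at *r* above 0.8 joined a gene of the muscle list with a gene of the metabolism, epithelial differentiation or cell cycle lists. The lists were drawn from networks that include these libraries, so this grouping is not independent evidence for them. At every *r* above 0.8 the information criterion of PCIT (partial correlation and information theory) kept the link, and the network without it was identical. Without the 16 sheep of block 1 there were 28566 links among 1844 genes, 1548 of them shared with the network of all sheep, and modularity was 0.320.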

The two major gene clusters identified in the NZ data, epithelium and muscle layer-based genes (Xiang et al., 2016a) were also present in the AUS (**Figure 1A**) and the AUS-NZ networks (**Figure 1B**). Based on the previous network biological pathway annotation (Xiang et al., 2016a) and their presence in both the AUS (**Figure 1A**) and the AUS-NZ networks (**Figure 1B**), we defined five gene sub-clusters, which we will focus on in this study. The epithelium gene cluster was divided into four sub-clusters: “cell cycle,” “epithelial differentiation,” “lipid/oxo-acid metabolism,” and “general metabolism.” 

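Every gene of the epithelial sub-clusters of Table S3 was placed in the AUS network at *r* above 0.8. All 43 cell cycle genes, among them the proliferation marker *MKI67* and the mitotic kinase *PLK1*, lay in a community of 64 genes of their own. In the large metabolic community lay 37 of the 43 epithelial differentiation genes, which include keratin and small proline-rich protein genes of the cornifying epithelium. It also held 37 of the 41 lipid/oxo-acid metabolism genes and 42 of the 42 general metabolism genes. Without block 1, 40 cell cycle genes remained linked, in a component of 64 genes, and 17 epithelial differentiation genes lay in a community of 34 genes apart from the 22 general metabolism genes. The study chose these lists on networks of the same sheep, so the counts are not independent evidence of the sub-clusters.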

The muscle gene cluster was defined based on the inclusion of genes in both the AUS and AUS-NZ networks without further subdivision. 

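Of the 647 genes in the muscle list of Table S3, 617 had at least 1 link in the AUS network, and 23567 links joined them to each other. The type I interferon list of 16 genes was the only other list of Table S3 tested here that they were linked to, through 4 links. Of 18 genes in a textbook list of smooth muscle contractile genes, 15 are members of the muscle list, such as the actin-binding *CNN1* (calponin) and *LMOD1* (leiomodin), as are 11 of 17 in a fibroblast and matrix list, such as *COL1A1* and *FN1*. The muscle list therefore holds connective tissue along with contractile genes, and it was drawn from networks of these libraries.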

Most of the major gene sub-clusters had more than 50% of genes in common between the AUS and NZ experiments (**Figures 1C,D**). The list of genes shared between the AUS and NZ networks with their sub-cluster and enrichment information can be found in **Supplementary Table S3**.

**FIGURE 1:**
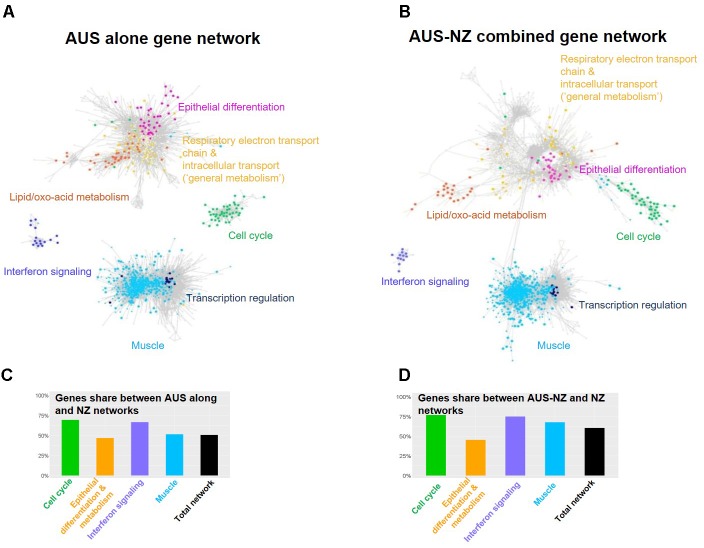
Relationships between transcriptomes from the AUS and NZ animals. Transcriptome networks based on AUS alone **(A)**, and AUS-NZ combined **(B)** data, with genes included in the major clusters of the networks and identified in the previously generated NZ network (Xiang et al., 2016a) indicated (**Supplementary Figure S3**). The networks were built based on correlation of voom normalized gene expression (Law et al., 2014). For the AUS-NZ combined data **(B)**, quantile normalization was used to remove non-biological variations (Bolstad et al., 2003). **(C)** The percentage of genes in the AUS network and in each major cluster of the AUS network that were included in the NZ network and major gene clusters. **(D)** The percentage of genes in the AUS-NZ combined network and in each major cluster of the AUS-NZ combined network that were included in the NZ network and major gene clusters.

Previously, genes from the annotated sub-clusters with the epithelial origin including “cell cycle,” “epithelial differentiation,” “general metabolism,” and “lipid/oxo-acid metabolism” (**Supplementary Table S3**) showed correlations with CH_4_ phenotypes (Xiang et al., 2016a). In the present study, we examined the relationships between these gene sub-clusters in the AUS and NZ datasets (**Figure 2**). The mean expression of the set of genes included in each of these four annotated sub-clusters for each of the individual AUS and NZ animals (calculated from the jointly normalized AUS-NZ dataset) was used to represent the expression of the respective sub-clusters in subsequent analyses (**Figure 2**). In agreement with the networks based on individual genes (**Figure 1**), there were consistently positive relationships between the mean expression levels of the cell cycle genes, lipid/oxo-acid metabolism, general metabolism, and epithelial differentiation gene sets in both datasets (**Figures 2A–D**). This suggests generally coordinated cell proliferation and metabolism in the rumen epithelial system.

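Sheep with higher mean expression of the 42 general metabolism genes also had higher mean expression of the 41 lipid/oxo-acid metabolism genes, which include the ketone body enzyme *BDH1*: *r* = 0.760 (SE 0.0471, *n* = 62, permutation *p* = 1e-05, the smallest possible, rho = 0.759, *p* = 1e-05). This relation was positive in each block, with *r* of 0.677, 0.635, 0.848 and 0.760 in blocks 1 to 4, and was 0.744 without the 2 sheep farthest from the median. The 43 cell cycle genes were related less closely to lipid/oxo-acid metabolism (*r* = 0.276, SE 0.128, *p* = 0.0283, rho = 0.376, *p* = 0.00266). It fell short of the threshold without the 2 sheep farthest from the median (*r* = 0.226, *p* = 0.0828), so passing the threshold rested on those sheep; within blocks 1 to 4 it was 0.399, 0.442, 0.384 and 0.203. Cell cycle and general metabolism genes had *r* = 0.34 (SE 0.0887, *p* = 0.00657, rho = 0.402, *p* = 0.00109), 0.376 without the 2 farthest sheep, and 0.474, 0.797, 0.398 and 0.554 within blocks. Over the 11 relations tested between list means, the adjusted *p* of these 3 was 1.83e-05, 0.0311 and 0.00903 for *r* and 2.2e-05, 0.00325 and 0.0015 for rho. With the mean of the muscle list held constant, *r* fell to 0.321 (*p* = 0.0108) for general and lipid/oxo-acid metabolism, and for cell cycle and lipid/oxo-acid metabolism it was -0.0796 (*p* = 0.538). From the positive relations of cell cycle and metabolic genes, the paper proposes that cell proliferation and metabolism are coordinated in the rumen epithelium.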

**FIGURE 2:**
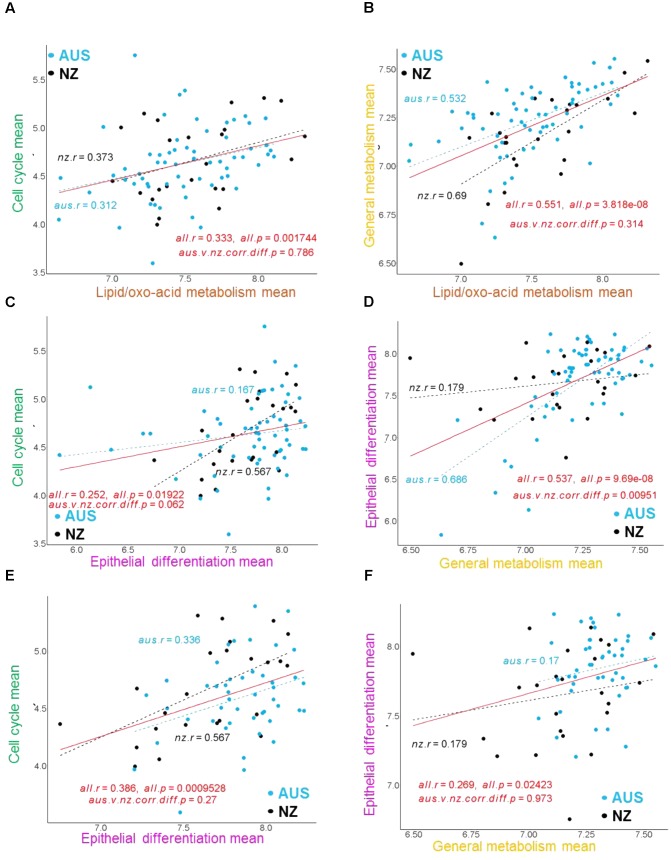
Examples of correlation regressions between the mean expression of major gene clusters in the AUS and NZ datasets. The correlations and significance of between-experiment difference in correlations for mean gene cluster expressions are indicated for each analysis on the relevant panel. The mean expression of the set of genes in each gene cluster for each animal was calculated from the voom (Law et al., 2014) normalized gene expression values for each gene in each animal generated by normalizing the AUS and NZ datasets together. Quantile normalization was used to remove non-biological variations (Bolstad et al., 2003). **(A–D)** Correlation regressions with all AUS animals included in the analysis. **(E,F)** Correlation regressions without the AUS block 1 animals.

Differences in gene set relationships between the experiments were also observed. The overall significant positive relationship of mean expression between cell cycle genes and epithelial differentiation genes was largely driven by the strong relationship in the NZ dataset (**Figure 2C**). 

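In the AUS sheep, the mean expression of the 43 cell cycle genes and of the 43 epithelial differentiation genes had *r* = 0.228 (SE 0.110, *n* = 62, permutation *p* = 0.0762, adjusted *p* = 0.0762) and rho = 0.302 (*p* = 0.0182, adjusted *p* = 0.0200). The relation was positive within each block, with *r* of 0.437, 0.527, 0.433 and 0.217 in blocks 1 to 4. With the differences between blocks removed *r* was 0.391 (*p* = 0.00184), and over the 46 sheep of blocks 2–4 it was 0.398 (*p* = 0.00623). Leaving out the 2 sheep farthest from the median of the epithelial differentiation genes gave *r* = 0.298 (*p* = 0.0219). With the mean of the muscle list held constant, *r* was -0.0461 (*p* = 0.718).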

At the network level, the cell cycle genes in the NZ dataset (Xiang et al., 2016a) (**Supplementary Figure S3**) were well connected with the epithelial differentiation genes, while in the AUS dataset the cell cycle genes stood out as an independent cluster (**Figure 1A**). Conversely, the overall significant positive relationship of mean expression between the epithelial differentiation genes and general metabolism genes was driven by the strong relationship in the AUS dataset (**Figure 2D**). 

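In the AUS network, 183 links at *r* above 0.8 joined the cell cycle genes to each other. None joined them to an epithelial differentiation, lipid/oxo-acid metabolism, general metabolism, other metabolism, muscle or type I interferon gene of Table S3. *MKI67*, which marks dividing cells and was expressed at 6.28 ± 0.78 log2 CPM (SD, *n* = 62), had 1 link. The cell cycle genes were tied to the largest component only through genes outside these lists.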

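Epithelial differentiation and general metabolism genes rose and fell together over the 62 AUS sheep, with *r* = 0.718 (SE 0.0816, permutation *p* = 1e-05, the smallest possible, adjusted *p* = 1.83e-05) and rho = 0.511 (*p* = 3e-05, adjusted *p* = 5.5e-05). It was 0.646 without the 2 sheep farthest from the median, and 0.447 (*p* = 0.00061) with the muscle list held constant. By block, *r* was 0.801 in block 1, 0.598 in block 2, 0.296 in block 3 and -0.0635 in block 4. Whether these values differ from each other was not tested. Sheep with higher epithelial differentiation genes had lower muscle genes (*r* = -0.632, SE 0.0609, *p* = 1e-05, rho = -0.578, *p* = 1e-05; adjusted *p* = 1.83e-05 and 2.2e-05). The latter *r* was -0.649 without the 2 farthest sheep and -0.700, -0.647, -0.348 and -0.209 in blocks 1 to 4.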

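The 43 epithelial differentiation genes of the AUS dataset, among them the keratin *KRT78* and the proline-rich *PRD-SPRRII*, were joined to each other by 211 links at *r* above 0.8. A further 31 links ran from them to the 42 general metabolism genes and 810 to the genes listed as other metabolism in Table S3, while 1 link ran to a lipid/oxo-acid metabolism gene. General metabolism genes had 78 links among themselves and 853 to other metabolism genes. The keratin *KRT13*, which is not in these lists, was expressed at 10.43 ± 0.86 log2 CPM (SD, *n* = 62) and had no link above the threshold.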

At the network level, previously separated epithelial differentiation and general metabolic genes in the NZ dataset (Xiang et al., 2016a) were well connected in the AUS dataset (**Figure 1A**). However, further analysis identified that the expression level of the epithelial differentiation genes was significantly lower in animals of test block 1 in the AUS experiment than for animals in blocks 2–4 (**Supplementary Figure S4**). 

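In block 1, the mean expression of the 43 epithelial differentiation genes was 7.16 ± 0.75 log2 CPM (SD, *n* = 16), against 7.83 ± 0.26 in blocks 2–4 (SD, *n* = 46). This is a difference of -0.68 (SE 0.192, permutation *p* = 1e-05, the smallest possible; adjusted *p* = 3.71e-05 over 26 lists). Of the 16 sheep of block 1, 13 lay below the median of the other blocks and 7 below their lowest sheep. Of the 43 genes, 37 fell and none rose at an adjusted *p* under 0.05 from limma, and 39 fell when adjusted over the list alone, which is not independent evidence as the study chose the list on these sheep. The lipase *LIPN* of the cornifying epidermis fell by 2.21 (SE 0.299, limma adjusted *p* = 5.59e-08, lower in 15 of 16 sheep than the median of the other blocks), and *KRT78* fell by 1.62 (SE 0.243, limma adjusted *p* = 4.7e-07, lower in 13). Of the other cornification genes, *PRD-SPRRII* fell by 1.65 (SE 0.277, limma adjusted *p* = 3.94e-06, lower in 14), and the cross-linking enzyme *TGM1* fell by 0.63 (SE 0.135, limma adjusted *p* = 0.00015, lower in 14). These genes spread more in block 1 than in blocks 2–4. The SD was 1.93 against 0.543 for *LIPN*, 1.64 against 0.334 for *KRT78*, 1.73 against 0.565 for *PRD-SPRRII* and 0.772 against 0.325 for *TGM1*. Limma takes the same variance in both groups, so their SE and *p* are too small. The keratin *KRT13* did not pass the test, at 0.30 (SE 0.240, limma adjusted *p* = 0.336). In the same samples the mean of the 647 muscle genes was 0.42 higher (SE 0.0959, permutation *p* = 7e-05), and with it held constant the difference in epithelial differentiation genes was -0.30 (*p* = 0.00982). With limma, *TGM1* no longer passed with the muscle mean as a covariate (adjusted *p* = 0.135), nor did the list as a whole against other genes with an estimated correlation (camera, adjusted *p* = 0.151). By fry of limma the list passed (adjusted *p* = 3.9e-06).

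**Figure D1:**
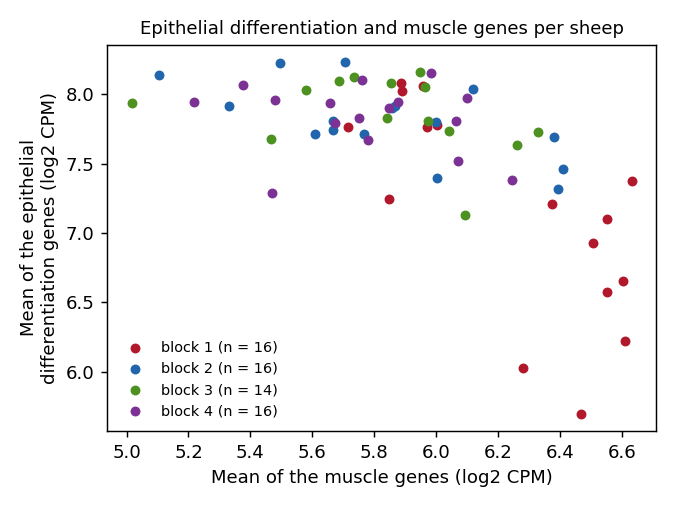
Mean log2 CPM of the 43 epithelial differentiation genes (vertical axis) against the mean log2 CPM of the 647 muscle genes (horizontal axis), with 1 point per sheep colored by test block. The 7 sheep of block 1 below 7.13 on the vertical axis lie under every sheep of blocks 2–4.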

The reasons for this observation are unknown. There are no significant differences in CH_4_ production between the blocks (Bond et al., 2017). 

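Mean CH_4_ production was 25.2 ± 4.29 g/d in block 1 (SD, *n* = 16), 25.1 ± 4.95 in block 2 (*n* = 16), 22.8 ± 3.66 in block 3 (*n* = 14) and 22.9 ± 5.53 in block 4 (*n* = 16). A permutation test found no difference between the blocks (F = 1.25, *p* = 0.299). DMI did differ (F = 3.83, *p* = 0.0145), from 1.33 kg/d in block 1 and 1.28 in block 2 to 1.12 in block 3 (*n* = 13) and 1.05 in block 4. Live weight, at 62.7, 65.0, 60.2 and 66.1 kg, did not pass the test (F = 1.53, *p* = 0.217).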

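CH_4_ yield in the AUS sheep was 19.0 ± 1.67 g/kg DMI in block 1 (SD, *n* = 16), 19.8 ± 3.19 in block 2 (*n* = 16), 20.8 ± 3.02 in block 3 (*n* = 13) and 22.6 ± 4.08 in block 4 (*n* = 16), and the blocks differed in a permutation test (F = 4.04, *p* = 0.00878). Sheep oz175 of block 4 had the highest CH_4_ yield; without it the mean of block 4 was 21.8 g/kg DMI and the blocks still differed (F = 3.32, *p* = 0.0261). With sheep oz151 kept in, the mean of block 3 was 40.8 g/kg DMI and the test was not passed (F = 1.21, *p* = 0.0779).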

While CH_4_ yield had a difference (*p* < 0.022) between blocks, this was driven by the 4th block (CH_4_ yield g/d/DMI 20.2 ± 0.66), compared to the other three blocks (18.3 ± 0.66 for block 1, 18.7 ± 0.66 for block 2, and 19.0 ± 0.66 for block 3) (Bond et al., 2017). Exclusion of the animals from block 1 of the AUS experiment from the analysis resulted in similar relationships between the epithelial differentiation and general metabolic genes in the AUS and NZ animals (**Figures 2E,F**). 

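Over the 46 sheep of blocks 2–4, epithelial differentiation and general metabolism genes had *r* = 0.273 (permutation *p* = 0.0657), so the relation no longer passed the threshold. Epithelial differentiation and lipid/oxo-acid metabolism genes had *r* = -0.0690 (*p* = 0.650) in these 46 sheep. Over all 62 sheep the latter was 0.328 (SE 0.117, *p* = 0.00935, rho = 0.204, *p* = 0.112; adjusted *p* = 0.0114 and 0.112), 0.331 without the 2 farthest sheep, and 0.378, 0.212, -0.0295 and -0.276 in blocks 1 to 4. General and lipid/oxo-acid metabolism genes kept *r* = 0.754 (*p* = 1e-05) without block 1, and epithelial differentiation and muscle genes had -0.423 (*p* = 0.00313).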

As the effect is limited on the other gene sets, the impact on the CH_4_ phenotypes is small, and it is unclear whether the differences result from true biological variation or technical issues, the data from animals of block 1 were included in the analyses reported in this paper.

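In block 1, 512 of the 647 muscle genes rose and 1 fell against blocks 2–4 at an adjusted *p* under 0.05 from limma (555 rose and 1 fell when adjusted over the list alone). Genes of metabolism fell: 40 of 42 in general metabolism (41 over the list alone; mean difference -0.29, SE 0.0647), 29 of 41 in lipid/oxo-acid metabolism (31 over the list alone; -0.28, SE 0.0809) and 326 of 354 in other metabolism (329 over the list alone; -0.38, SE 0.0745), with none rising over all genes and 1, in other metabolism, rising over the list alone. These lists were chosen by the study on networks of the same sheep and are not independent evidence of their direction. All 34 measured ribosomal protein genes, which the study also lists under metabolism, fell (34 over the list alone; -0.32, SE 0.0580), as did all 7 measured genes of respiratory complex I. Of 16 type I interferon genes, 13 fell (13 over the list alone; -0.71, SE 0.140), among them the antiviral *OAS2* (-1.38, SE 0.242, limma adjusted *p* = 7.61e-06, lower in 15 of 16 sheep than the median of blocks 2–4) and *DHX58* (-1.02, SE 0.182, limma adjusted *p* = 1.12e-05, lower in 16). All 15 measured smooth muscle contractile genes rose (15 over the list alone; 0.57, SE 0.177), as did all 22 adhesion genes (0.68, SE 0.143), 10 of 11 potassium and calcium channel genes (11 over the list alone) and 7 of 11 fibroblast and matrix genes (8 over the list alone). All measured genes of these textbook lists but 1, in adhesion, also stand in lists of the study, since symbols came from its tables. Of 5 acid and short chain fatty acid transport genes, 4 fell, including the sodium/hydrogen exchangers *SLC9A3* (-1.16, SE 0.172, limma adjusted *p* = 3.69e-07, lower in 14) and *SLC9A2* (-1.15, SE 0.162, limma adjusted *p* = 1.34e-07). Against other genes, camera with a preset correlation of 0.01 called 24 of 26 lists, and none with an estimated correlation (adjusted *p* = 0.151 for muscle, general metabolism, other metabolism and ribosomal proteins, 0.254 for lipid/oxo-acid metabolism, 0.215 for type I interferon, 0.267 for contractile, 0.154 for adhesion, 0.264 for fibroblast and matrix, and 0.201 for complex I, the channels and the transport genes). The genes of these lists rise and fall together in these sheep (estimated correlation 0.563 for muscle and 0.557 for general metabolism), so the latter decides little. By fry of limma all of these lists passed (adjusted *p* = 4.01e-05 for muscle, 1.85e-06 for general metabolism and 0.0008 for lipid/oxo-acid metabolism). The cell cycle list did not (0.322). With the mean of the muscle list held constant, the differences were -0.01 in lipid/oxo-acid metabolism (permutation *p* = 0.814), -0.13 in contractile genes (*p* = 0.0675), 0.0702 in adhesion genes (*p* = 0.123), -0.00938 in fibroblast and matrix genes (*p* = 0.900), -0.0285 in the channels (*p* = 0.218) and -0.0478 in complex I (*p* = 0.227), none of which passed. They still passed at -0.09 in general metabolism (*p* = 0.00871), -0.12 in other metabolism (*p* = 0.00029) and -0.13 in ribosomal proteins (*p* = 0.00123). So did -0.17 in the transport genes (*p* = 0.0404) and -0.35 in type I interferon genes (*p* = 0.0404). Only the lists were fitted on muscle here, which makes the differences smaller, so those that did not pass are not shown to be absent. The paper reasons that the effect of block 1 on the other gene sets and on the CH_4_ phenotypes is small and keeps its animals in the analyses.

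**Figure D2:**
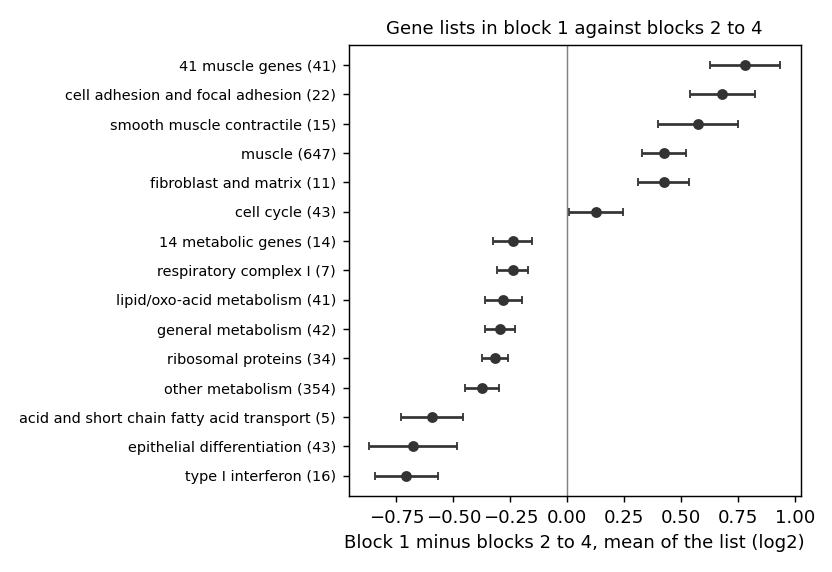
Difference in mean log2 CPM between block 1 (16 sheep) and blocks 2–4 (46 sheep) for 15 gene lists (horizontal axis, log2 scale), with the number of measured genes beside each list. Points are differences of the list means and bars their SE, from the SD and the number of sheep of each group. Muscle, adhesion, matrix and cell cycle lists lie above 0, and epithelial, metabolic, ribosomal, transport and interferon lists below.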

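Gene by gene, 5842 of 16011 genes differed between block 1 and blocks 2–4 at an adjusted *p* under 0.05 from limma, 2755 of them higher and 3087 lower in block 1. With the mean of the muscle list as a covariate 2300 genes differed, 1171 higher and 1129 lower, and 1873 of them were among the 5842. Among genes with a symbol in the paper's tables, the largest rises beside that of *MKI67* (1.28) were in *RFX7* (1.33, SE 0.187, limma adjusted *p* = 1.2e-07, higher in 14 of 16 sheep than the median of blocks 2–4), the histone demethylase *KDM6B* (1.31, SE 0.195, limma adjusted *p* = 4.12e-07, higher in 14) and *NFIX* (1.26, SE 0.143, limma adjusted *p* = 9.86e-10, higher in 15). *HIVEP1*, *ZMIZ1*, *NFIC*, *ZNF469*, *ARHGAP17*, *ZFHX3*, *ATN1* and the histone methyltransferase *KMT2D* rose by 1.15 to 1.25. The largest falls beside *LIPN*, *PRD-SPRRII* and *KRT78* were in the collagenase *MMP1* (-1.68, SE 0.520, limma adjusted *p* = 0.0082, lower in 12), *PROSER2* (-1.60), the phosphatase *DUSP14* (-1.59, SE 0.207, limma adjusted *p* = 2.55e-08, lower in 15) and the mucin glycosyltransferase *GCNT3* (-1.51, SE 0.219, limma adjusted *p* = 2.25e-07, lower in 14). *ENDOU* and *Tmprss11g* fell by 1.31 and 1.27, and the interferon-induced *MX1* by 1.21 (SE 0.352, limma adjusted *p* = 0.00529, lower in 14). *MMP1* and *MX1* did not pass with the muscle covariate (limma adjusted *p* = 0.121 and 0.171). *DUSP14* and *GCNT3* spread more in block 1 (SD 1.40 against 0.286 and 1.41 against 0.397), so their limma SE and *p* are too small. In the transcription sub-list of the muscle genes, 120 of 146 genes rose (131 when adjusted over the list alone, a list of the study). Their mean rose by 0.45 (SE 0.0903), but by 0.0695 (permutation *p* = 0.00621) with the mean of the muscle list held constant, and camera with an estimated correlation did not call the sub-list (adjusted *p* = 0.151).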

In this comparison of two datasets from completely independent animals derived from full depth rumen wall samples from sheep, the basic organizational structure of the gene expression network was conserved. This suggests that the network reflects the fundamental biological activities of the rumen wall and provides a framework for the interpretation of studies of gene expression in the rumen wall.

### Genes Encoding the Ketone-Body Synthesis Pathway

The ketone-body synthesis pathway in the rumen epithelium is involved in the acquisition of energy by the ruminants (Lane et al., 2002) and the concentration of circulating β-hydroxybutyrate is the higher in ruminants compared to human and mice (Robinson and Williamson, 1980). Our previous analysis has shown that many of the genes encoding the enzymes of the ketone-body synthesis pathway are preferentially expressed in the rumen (Xiang et al., 2016b). This is supported by a recent comprehensive survey of gene expression in sheep (Clark et al., 2017) (**Supplementary Table S4**). 

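In the AUS sheep, enzymes of the ketone body pathway had links at *r* above 0.8. *BDH1* (ENSOARG00000020383), which interconverts acetoacetate and 3-hydroxybutyrate, was at 9.25 ± 0.41 log2 CPM (SD, *n* = 62) with 13 links, and *ECHS1* (ENSOARG00000000369) at 8.67 ± 0.29 with 51 links. *ACAT1* (ENSOARG00000011112) was at 8.21 ± 0.35 with 15 links and *ACADS* (ENSOARG00000013118) at 7.82 ± 0.41 with 13 links. Of the 8 genes of the pathway in Table S4, 7 lay in the metabolic community of the network.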

In the present study, the metabolism gene cluster contained: *ACAT1* (acetyl-CoA acetyltransferase 1), *ACADS* (acyl-CoA dehydrogenase short chain), *ECHS1* (enoyl-CoA hydratase, short chain 1), *HMGCS2* (3-hydroxy-3-methylglutaryl-CoA synthase 2), *HMGCL* (3-hydroxymethyl-3-methylglutaryl-CoA lyase), and *BDH1* (3-hydroxybutyrate dehydrogenase 1) (**Figure 3**). 

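*ACSS1* (ENSOARG00000006624), a mitochondrial acetyl-CoA synthetase, was expressed at 5.07 ± 0.61 log2 CPM (SD, *n* = 62) in the AUS sheep. It had 97 links at *r* above 0.8 and stands in the muscle list of Table S3.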

*ACSS1* (acyl-CoA synthetase short chain family member 1) presumed to encode the enzyme converting acetate and butyrate to their –CoA derivatives was present in the muscle cluster, possibly reflecting a more general role of ACSS1 in metabolism than the other enzymes. 

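*HADH* (ENSOARG00000008236), an enzyme of fatty acid beta oxidation, was expressed at 8.89 ± 0.37 log2 CPM (SD, *n* = 62) in the AUS sheep and had 25 links at *r* above 0.8. *EHHADH* and *HADHA* were not analysed here, since no gene with these symbols stands in the tables that pair symbols with the gene IDs.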

Of the candidate genes for enzymes catalyzing the conversion of L+3-hydroxy-butyryl-CoA to Acetoacetyl-CoA (**Figure 3**), only HADH (hydroxyacyl-CoA dehydrogenase), and neither EHHADH (enoyl-CoA hydratase and 3-hydroxyacyl CoA dehydrogenase) nor HADHA (hydroxyacyl-CoA dehydrogenase trifunctional multienzyme complex subunit alpha), were present in the metabolism cluster. 

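*OXCT1* (ENSOARG00000008923), the enzyme that uses acetoacetate in tissues that burn ketone bodies, was expressed at 6.23 ± 0.47 log2 CPM (SD, *n* = 62) in the AUS sheep. It had 154 links at *r* above 0.8 and is a member of the muscle list of Table S3.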

*OXCT1* (3-oxoacid CoA-transferase 1), which encodes an enzyme providing an alternate pathway from acetoacetyl-CoA to acetoacetate, was also not present in the network. Therefore, a simplified ketone-body pathway can be drawn for the sheep rumen (and likely also for other ruminants) (**Figure 3**). 

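*ACSF2* (ENSOARG00000004315), which encodes an acyl-CoA synthetase, was expressed at 9.73 ± 0.31 log2 CPM (SD, *n* = 62) in the AUS sheep and had 47 links at *r* above 0.8.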

Interestingly, *ACSF2* (acyl-CoA synthetase family member 2) from the metabolism cluster is also preferentially expressed in rumen (**Supplementary Table S4**), but was not included in the previously proposed ketone body metabolism pathways (Xiang et al., 2016b). Given that the rumen epithelium can also convert long-chain and non-esterified fatty acids from the blood circulation into ketone bodies (Jackson et al., 1964; Taylor and Jackson, 1968), the *ACSF2* encoded enzyme may have a role in directing other, longer chain lipids into the ketone body pathway, and thus, is a potential candidate for a butyryl-CoA synthetase for future experimental follow-ups.

**FIGURE 3:**
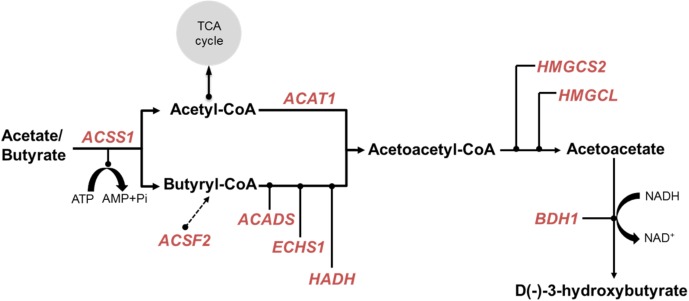
Simplified ketone body metabolic pathway. Key enzymes were based on the encoding genes which were present in both AUS and NZ (Xiang et al., 2016a) metabolism gene networks. These presented genes were indicated by red text. Dashed arrow represents a hypothesized contribution of *ACSF2* to butyryl-CoA synthesis.

### Gene Sets Associated With CH_4_ Production

A joint analysis of the AUS and NZ data was undertaken to identify genes with expression consistently correlated with CH_4_ production (g/d) in both datasets. Our step-wise joint analyses (see the Section “Materials and Methods”) differ from traditional gene selection approaches where hard cutoffs such as *p*-values are used. Borrowing the idea of using soft cutoffs such as implemented in PCIT (Reverter and Chan, 2008), we started from the separate sets of genes with CPM value > 1 in all samples in the AUS (16,011 genes) or the NZ (15,572 genes) datasets. For each phenotype, genes with gene-phenotype correlation within upper 1/3 quantile (top 33%) were chosen to perform PCIT analysis to construct small gene networks independently from the AUS and NZ datasets. The unique gene lists from the small AUS and NZ networks were merged and we also further filtered out genes with absolute correlation values of less than 0.15 in both datasets, and that did not show the same correlation sign in the AUS and NZ correlation analyses. This approach considered both gene-phenotype and gene-gene relationships and the consistency of correlations between datasets. While this analysis was exhaustive, it did not perform any significance tests, but rather focused on soft cutoffs of correlation ranking and inclusion in different datasets, which has been shown to have power for finding biologically informative gene sets correlated with complex traits (Guo et al., 2014; Henderson et al., 2017). All identified gene set members associated with respective phenotype are shown together with their correlation coefficients with the traits in both the AUS and NZ datasets (**Figure 4**). The IDs of all identified genes and their correlation data are shown in **Supplementary Table S5**.

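In the AUS sheep, 2 of 16011 genes were associated with CH_4_ production at an adjusted *p* under 0.05 from limma, and 1449 at an unadjusted *p* under 0.05. Neither has a symbol in the paper's tables: ENSOARG00000019252 had a slope of -0.089 log2 CPM per g/d (SE 0.0167, limma adjusted *p* = 0.0207) and ENSOARG00000007626 a slope of 0.030 (SE 0.00600, limma adjusted *p* = 0.0440). Among genes with a symbol the smallest *p* belonged to *ACADS* (slope 0.039, SE 0.00966, limma adjusted *p* = 0.119), the phospholipid flippase *ATP8A1* (0.035, limma adjusted *p* = 0.144) and the transporter *ABCC3* (0.034, limma adjusted *p* = 0.144), none of which passed. At the size of correlation the study used to select genes, |*r*| of at least 0.15, 4896 genes were found for CH_4_ production and 5545 for CH_4_ yield. Of 100 assignments of CH_4_ production to sheep, the real one included, 3 gave as many as 2 genes, with a highest of 3. With a muscle covariate 41 genes passed, and with DMI as a covariate (without oz151) none passed (1918 at an unadjusted *p* under 0.05). None passed with voom weights, without block 1 or at 3 CPM or more. Without a variance trend or after quantile normalization 1 passed, and with test block as a factor 4 passed.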

**FIGURE 4:**
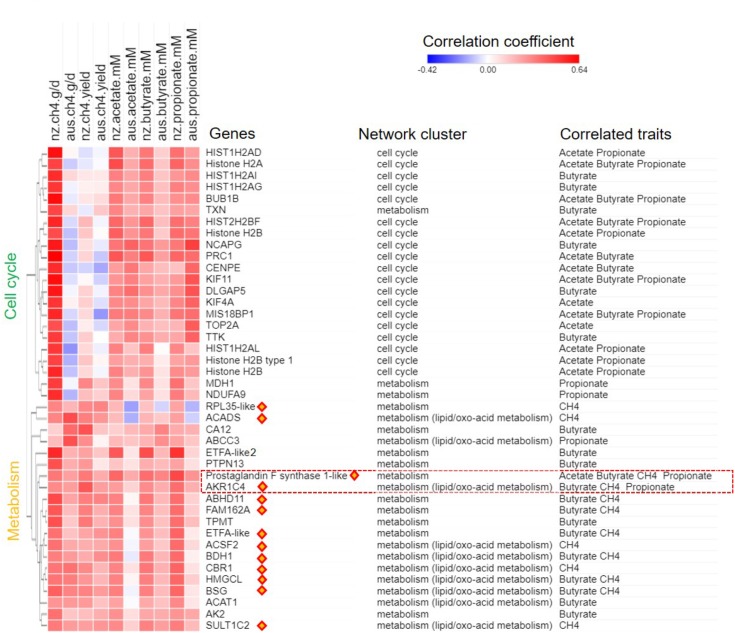
Gene-phenotype correlation heat map for CH_4_ traits and short chain fatty acids (SCFAs) concentrations. Genes identified as associated with CH_4_ production (g/day) or yield (g/day/dry matter intake, kg/d; **Figure 2**), or correlated with individual SCFA concentrations (mM) are shown. Values for the heatmap are the correlation coefficients with the respective phenotype in the AUS and NZ datasets. Genes are annotated for names, network origin (**Figure 1A**) and for which trait they were identified as consistently correlated with. The correlation coefficient heat map was clustered based on Euclidean distance. Orange diamonds highlight metabolic genes always showing correlations with CH_4_ production and yield (**Figure 2**). The red frame highlights poorly annotated *AKR1C* family members with probable ruminant specific evolution (**Figure 5**).

The cell cycle genes did not show consistent correlations with CH_4_ production or yield in the two datasets. In the NZ dataset, the expression of the cell cycle genes in the full thickness rumen wall samples had average *r* = 0.54 with CH_4_ production (**Figure 4** and **Supplementary Table S5**). In the AUS dataset, however, the same genes showed average *r* = -0.06 with CH_4_ production (**Figure 4** and **Supplementary Table S5**). Thus, there does not appear to be a consistent relationship between the expression of cell cycle genes in the rumen of sheep and CH_4_ production. 

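The 19 cell cycle genes of Table S5, such as *NCAPG*, *TOP2A*, *TTK* and *CENPE*, which act in chromosome condensation and segregation, had a mean *r* of -0.0624 (SD 0.0653) with CH_4_ production over the 62 AUS sheep. The sign was negative for 16 of them and none passed a permutation *p* under 0.05, before or after adjustment over the list alone. The lowest *r* was -0.182 (*HIST1H2AL*, *p* = 0.158) and the highest 0.101 (*HIST1H2AI*, *p* = 0.436). Their mean expression had *r* = -0.0695 (SE 0.113, *p* = 0.593) and rho = 0.00514 (*p* = 0.969), with adjusted *p* of 0.904 and 0.986 over 50 relations of lists or genes with traits. Leaving out the 2 sheep farthest from the median gave 0.0355, and *r* within blocks 1 to 4 was -0.545, -0.0411, 0.509 and -0.0638. A test of whether these slopes differ between blocks was not passed (permutation *p* = 0.143). The study chose the genes by their correlations, in these sheep among others.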

While it is probable that the original result with the NZ animals was a spurious correlation, it is also possible that differences in experimental design and in particular the feed composition and feeding levels in the two experiments (**Table 1**) has contributed to real differences in the relationship.

The genes from the metabolic cluster had the most consistent correlations with CH_4_ production across the two experiments (**Figures 4**, **5A**). These genes included many members of the lipid/oxo-acid gene set (see above), in particular three genes encoding enzymes in the ketone body synthesis pathway (**Figure 3** and **Supplementary Table S4**), and labeled in orange diamonds on **Figure 4**). 

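Of the 23 metabolism genes of Table S5, 21 had a positive *r* with CH_4_ production in the AUS sheep, 8 at a permutation *p* under 0.05 and 5 when adjusted over the list alone. The study chose them by these correlations, so the counts are not independent evidence. The 5 included *ACADS*, the transporter *ABCC3* (*r* = 0.443, *p* = 0.0004), the carbonic anhydrase *CA12* (*r* = 0.376, *p* = 0.00262) and *CBR1*. The lowest was *NDUFA9* of respiratory complex I, at -0.124 (*p* = 0.341). The 8 genes of the ketone body pathway in Table S4 had a mean expression that rose with CH_4_ production: *r* = 0.368 (SE 0.0997, *n* = 62, permutation *p* = 0.00339) and rho = 0.369 (*p* = 0.00355). Adjusted over 50 relations, *p* was 0.0905 for *r* and 0.0438 for rho. For these 8 genes *r* was 0.351 without the 2 sheep farthest from the median, and within blocks 1 to 4 it was 0.419, 0.339, 0.520 and 0.506. *ACSS1* had *r* = 0.0812 (*p* = 0.531). Against other genes, camera called the 8 genes (adjusted *p* = 3.33e-06) but not with an estimated correlation (adjusted *p* = 0.211). The mean of the 8 genes rose with live weight as well, at *r* = 0.360 (permutation *p* = 0.00362) and rho = 0.359 (*p* = 0.00438), with adjusted *p* of 0.0905 and 0.0438. Whether it follows CH_4_ production apart from live weight was not tested.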

When regressing the CH_4_ production on the mean expression of this set of metabolic genes using both the NZ and AUS animals, consistent positive relationships (no significant difference in the slopes) were observed (**Figure 5A**). 

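The mean expression of the 14 metabolic genes of Table 2 rose with CH_4_ production over the 62 AUS sheep, with *r* = 0.312 (SE 0.110, permutation *p* = 0.0142) and rho = 0.280 (*p* = 0.0282). Adjusted over 50 relations of lists or genes with traits, *p* was 0.115 and 0.106, so neither measure passed the correction. Without the 2 sheep farthest from the median *r* was 0.34. It was positive in each block, at 0.177, 0.329, 0.631 and 0.415 in blocks 1 to 4, and a test for different slopes was not passed (permutation *p* = 0.903). With live weight held constant *r* was 0.202 (*p* = 0.115). It was 0.381 (*p* = 0.00227) with block differences removed, 0.430 (*p* = 0.00059) with the muscle list held constant, 0.427 (*p* = 0.00319) without block 1 and 0.349 (*p* = 0.00578) with DMI held constant. The 23 metabolism genes of Table S5 gave *r* = 0.294 (SE 0.107, *p* = 0.0207, rho = 0.283, *p* = 0.0267; adjusted *p* = 0.115 and 0.106), 0.262 without the 2 farthest sheep and 0.113, 0.252, 0.637 and 0.438 within blocks. The paper states that, over both experiments, genes of the metabolic cluster were the ones most consistently correlated with CH_4_ production.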

The only evident difference between the NZ and AUS regressions were the different intercepts, which were consistent with the significant differences in CH_4_ production between the animals in the two experiments. Since variation in CH_4_ production is mainly determined by DMI (Ramin and Huhtanen, 2013), which was also observed in our study (**Supplementary Table S2**), the intercept differences in two experiments associated with CH_4_ production is most likely to be attributable to the different intakes of the animals in the two experiments.

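CH_4_ production rose with DMI in the AUS sheep: *r* = 0.771 (SE 0.0808, *n* = 62, permutation *p* = 1e-05, the smallest possible) and rho = 0.828 (*p* = 1e-05), each with an adjusted *p* of 3e-05 over the 6 trait relations. It was 0.846 without the 2 sheep farthest from the median DMI, and within blocks 1 to 4 it was 0.904, 0.706, 0.489 and 0.963. The values over 62 sheep and in block 3 (*n* = 14) include sheep oz151 with its labeled DMI. Without that sheep *r* was 0.860 (permutation *p* = 1e-05, *n* = 61). Heavier sheep also produced more CH_4_ (*r* = 0.488, SE 0.0958, *p* = 4e-05, adjusted *p* = 8e-05, rho = 0.482, *p* = 6e-05, adjusted *p* = 0.00012), with 0.475 without the 2 farthest sheep and 0.753, 0.670, 0.141 and 0.366 within blocks. The relation of the 14 metabolic genes to DMI did not pass by itself (*r* = 0.157, SE 0.123, *n* = 61, *p* = 0.225, rho = 0.139, *p* = 0.285; adjusted *p* = 0.522 and 0.522). That *r* was 0.161 without the 2 farthest sheep and 0.154, 0.0632, 0.429 and 0.375 within blocks. With block differences removed it was 0.280 and passed (*p* = 0.0288, not adjusted over relations). With DMI held constant, their *r* with CH_4_ production was 0.349 (*p* = 0.00578, *n* = 61).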

**FIGURE 5:**
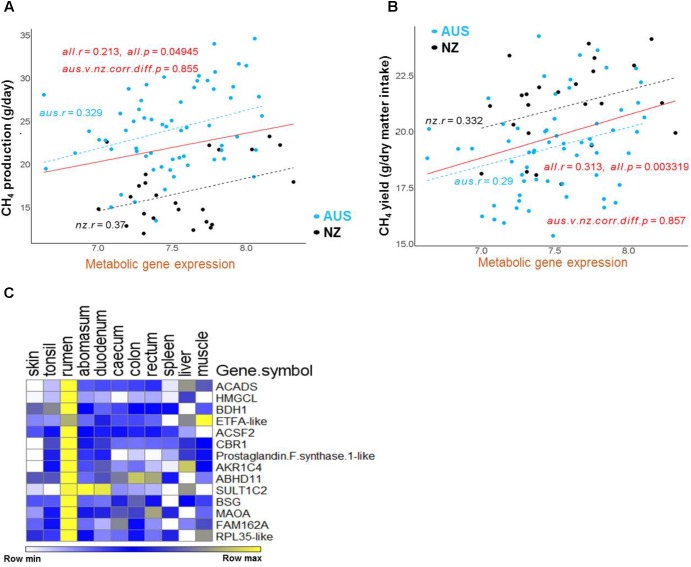
Regressions of CH_4_ production and yield on the expression of the metabolic gene set in the AUS and NZ experiments. **(A,B)** Correlation regressions between the mean expression of the metabolic gene set and CH_4_ production **(A)** or CH_4_ yield **(B)** in each animal. The mean expression of the set of genes in each gene cluster for each animal was calculated from the normalized gene expression values for each gene in each animal generated by normalizing the AUS and NZ datasets together. The significance of between-experiment difference of correlations of mean gene cluster expressions is indicated in the relevant panel. **(C)** The heatmap of the metabolic gene set expression using data from the sheep RNA-seq atlas (Xiang et al., 2016b).

### Gene Sets Associated With CH_4_ Yield

In the analysis of the NZ dataset, the expression of a large number of the lipid/oxo-acid metabolism genes (73 gene members) was weakly positively correlated with CH_4_ yield (Xiang et al., 2016a). In order to validate these findings, a joint analysis of the AUS and NZ data was undertaken and a relatively small set of genes (*n* = 14) were identified that consistently correlated with CH_4_ yield in both datasets (**Figure 4**). Of these 14 genes, 8 were in the lipid/oxo-acid metabolism gene cluster. This overlap was small but significantly more than expected by random chance (hP < 5.4e-16). The other 6 were in rumen epithelium “general metabolism” gene cluster (742 gene members) (Xiang et al., 2016a).

Furthermore, 14 of above identified metabolic genes (**Table 2**), whose expression levels were correlated with CH_4_ yield, also had positive correlations with CH_4_ production (labeled with orange diamonds on **Figure 4**). 

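All 14 metabolic genes of Table 2 had a positive *r* with CH_4_ production in the AUS sheep, from 0.154 for an *ETFA*-like gene to 0.450 for *ACADS*. At a permutation *p* under 0.05 there were 6, and 5 when adjusted over the list alone, which is not independent evidence because the study chose the genes by these correlations. Beside *ACADS* and *CBR1*, the 5 included *MAOA*, which oxidizes amines (*r* = 0.322, SE 0.103, permutation *p* = 0.0109, rho = 0.311, *p* = 0.0146; adjusted *p* = 0.0380 and 0.0510), and *BSG*, the chaperone of monocarboxylate transporters (*r* = 0.311, SE 0.113, *p* = 0.0137, rho = 0.282, *p* = 0.0267; adjusted *p* = 0.0385 and 0.0649). Without the 2 sheep farthest from the median *r* was 0.354 for *MAOA* and 0.339 for *BSG*. Within blocks 1 to 4 *r* was 0.372, 0.396, 0.396 and 0.357 for *MAOA* and 0.221, 0.306, 0.647 and 0.510 for *BSG*. The sulfotransferase *SULT1C2* (*r* = 0.250), *ABHD11* (0.229), *RPL35*-like (0.184) and *FAM162A* (0.167) did not pass. Of the same 14 genes, all also had a positive *r* with CH_4_ yield, 0.0489 to 0.221, and none passed at a permutation *p* under 0.05, adjusted or not. Over all genes, limma called none of the 14 for CH_4_ production.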

The regressions of the CH_4_ yield on the expression of the set of 14 metabolic genes common to the two experiments are shown in **Figure 5B**, where there was no significant difference in the slopes of the two regression lines. 

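Over 61 AUS sheep, the mean expression of the 14 metabolic genes and CH_4_ yield had *r* = 0.135 (SE 0.111, permutation *p* = 0.300) and rho = 0.214 (*p* = 0.0974). Adjusted over 50 relations, *p* was 0.608 and 0.243. This *r* was 0.169 without the 2 sheep farthest from the median, and within blocks 1 to 4 it was 0.0529, 0.34, 0.0350 (*n* = 13) and -0.157. A test of whether the slopes differ between blocks was not passed (permutation *p* = 0.494). In block 1, 8 of the 14 genes fell by limma (8 when adjusted over the list alone), and their mean was 7.52 ± 0.28 log2 CPM against 7.76 ± 0.35 in blocks 2–4 (SD, *n* = 16 and 46; permutation *p* = 0.0179, adjusted *p* = 0.0217, 12 of 16 sheep below the median of the others). Given the mean of the muscle list, this difference did not pass and had the opposite sign (0.0458, permutation *p* = 0.522), and camera with an estimated correlation did not call the list (adjusted *p* = 0.346). The lipid/oxo-acid metabolism list as a whole had *r* = 0.0960 with CH_4_ yield (SE 0.115, *p* = 0.463, rho = 0.140, *p* = 0.282; adjusted *p* = 0.769 and 0.522), 0.0662 without the 2 farthest sheep and 0.0760, 0.259, -0.0406 and -0.236 within blocks.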

The difference in regression intercepts was again due to the significant difference in CH_4_ yield between the two experiments (see above). Thus, the expression level of the metabolism genes is an indicator of CH_4_ yield or production within, but not between, experiments. This suggests that the level of expression of the metabolism genes is affected by the level of an intermediate in the process from feed to CH_4_ involving the dynamic interactions between the host factors, the rumen microbes and feed compositions and that the relationship between this intermediate and CH_4_ production is consistent within, but not between experiments.

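No gene was associated with CH_4_ yield in 61 AUS sheep at an adjusted *p* under 0.05 from limma, while 1521 were at an unadjusted *p* under 0.05. The smallest *p* among genes with a symbol belonged to *UBAP2* (slope -0.036 log2 CPM per g/kg DMI), the microtubule-binding *MAPRE3* (-0.073) and the nucleoporin *NUP93* (0.037), at a limma adjusted *p* of 0.33 each. Of the 14 metabolic genes 4 reached |*r*| of at least 0.15 for CH_4_ yield, against all 14 for CH_4_ production. The result hung on single animals: without sheep oz175 as well, 18 genes passed, 16 of them with a positive slope. With sheep oz151 kept in, 2 passed.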

**Table 2:** Annotation of metabolic genes always correlated with CH_4_ production and yield in Australian and New Zealand datasets.

ID	Symbol	Function	Pathway	Subcellular location^a^
ENSOARG00000013118	*ACADS*^b^	acyl-CoA dehydrogenase	ketone body synthesis	mitochondria
ENSOARG00000007033	*HMGCL*^b,c^	3-hydroxymethyl-3-methylglutaryl-CoA lyase	ketone body synthesis	mitochondria
ENSOARG00000020383	*BDH1*^b^	3-hydroxybutyrate dehydrogenase	ketone body synthesis	mitochondria
ENSOARG00000010175	*ETFA-like*	shuttles electrons between primary flavoprotein (acyl-CoA) dehydrogenases and the membrane-bound electron transfer flavoprotein ubiquinone oxidoreductase	ketone body synthesis?	mitochondria
ENSOARG00000004315	*ACSF2*^c^	acyl-CoA synthetase	ketone body synthesis?	mitochondria
ENSOARG00000013700	*CBR1*^c^	carbonyl reductase	arachidonic metabolism?	cytosol
ENSOARG00000010221	Prostaglandin F synthase1-like	aldo-keto reductase	arachidonic metabolism?	–
ENSOARG00000009762	*AKR1C4*^c^	aldo-keto reductase	arachidonic metabolism?	cytosol
ENSOARG00000012026	*ABHD11*^b^	hydrolase	–	mitochondria
ENSOARG00000000097	*SULT1C2*^c^	sulfotransferase	–	plasma membrane
ENSOARG00000008783	*BSG*^c^	immunoglobulin	–	extracellular
ENSOARG00000003052	*MAOA*^b^	catalyzes the oxidative deamination of amines	–	–
ENSOARG00000020132	*FAM162A*	unknown	–	intracellular
ENSOARG00000001203	*RPL35-like*	unknown	–	–

*^*a*^Subcellular location was obtained from Genatlas (Frézal, 1998). ^*b*^Overlap with gene differentially expressed in starter fed versus milk fed calves (Connor et al., 2013). ^*c*^Overlap with genes differentially expressed in starter fed versus milk fed lambs (Wang et al., 2016).*

### Functions of the Genes Associated With Methane Production and Yield

The finding that a set of 14 metabolic genes (**Table 2**) showed positive correlations with both CH_4_ production and CH_4_ yield, which had an insignificant relationship with each other (**Supplementary Table S2**), suggested that they have a unique function in ruminant metabolism. Interestingly, by re-analyzing published data from the transcriptomic study of sheep gastrointestinal tract (Xiang et al., 2016b), we show that all of the 14 metabolic genes had higher expression in the rumen than in all of the other tissues in the gastrointestinal tract, spleen and liver, and all but one of the genes also had high expression in the muscle (**Figure 5C**). Such a tissue expression pattern is also generally consistent with the reported results from the latest sheep transcriptome atlas (Clark et al., 2017) (**Supplementary Table S4**). Three of the 14 genes, including *ACADS*, *HMGCL*, and *BDH1*, encode key enzymes in the ketone body synthesis pathway (Lane et al., 2002) (**Table 2** and **Supplementary Table S4**). 

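*ACADS*, which oxidizes butyryl-CoA, had the highest *r* with CH_4_ production of the 14 genes: 0.450 (SE 0.0997, *n* = 62, permutation *p* = 0.0002) and rho = 0.394 (*p* = 0.00168). Adjusted over the 14 genes alone, which the study chose by this measure, *p* was 0.0028 and 0.0155. For *ACADS*, *r* was 0.382 without the 2 sheep farthest from its median, and within blocks 1 to 4 it was 0.420, 0.476, 0.604 and 0.643. *BDH1* had *r* = 0.253 (SE 0.107, *p* = 0.0471, rho = 0.238, *p* = 0.0631; adjusted *p* = 0.0901 and 0.110), 0.293 without the 2 farthest sheep and 0.116, 0.333, 0.402 and 0.483 within blocks.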

Two additional genes encode metabolic enzymes, the function of which is consistent with a role in ketone body synthesis (**Table 2**). Specifically, ETFA-like which may play a role in shuttling electrons between primary flavoprotein dehydrogenases and flavoprotein ubiquinone oxidoreductase. Reduced function of ETFA has been associated with deficiencies in the activity of multiple acyl-CoA dehydrogenases (Chiong et al., 2007), which is part of the ketone body metabolic pathway (**Figure 3**, Lane et al., 2002). Five of the 14 genes (hP < 0.001) were more highly expressed in starter fed than milk fed calves (Connor et al., 2013) and six of the 14 genes (hP < 0.001) were more highly expressed in starter fed than milk fed lambs (Wang et al., 2016) (**Table 2**), consistent with the genes encoding enzymes with a role in the acquisition of energy from solid diets.

The set of 14 metabolic genes also contained several poorly annotated enzyme encoding genes in families that have undergone significant gene duplication at the base of the ruminant evolution (e.g., sheep and cow), which likely have ruminant specific functions (**Figures 6A,B**). These genes include two members of the aldo-keto reductase family 1, ENSOARG00000009762 (annotated as *AKR1C4*) and ENSOARG00000010221 (annotated as LOC101107119, prostaglandin F synthase 1-like) and a carbonyl reductase family member ENSOARG00000013700 (annotated as carbonyl reductase 1, *CBR1*) (**Figure 6B** and **Table 2**). 

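*CBR1*, expressed at 5.49 ± 0.50 log2 CPM (SD, *n* = 62) in the AUS sheep, had *r* = 0.353 with CH_4_ production (SE 0.0976, permutation *p* = 0.00493, rho = 0.385, *p* = 0.00222). Adjusted over the 14 genes alone, *p* was 0.0345 and 0.0155. For this gene *r* was 0.363 without the 2 sheep farthest from its median and 0.269, 0.516, 0.509 and 0.339 in blocks 1 to 4. *AKR1C4*, at 7.30 ± 0.45 log2 CPM, had *r* = 0.245 (SE 0.112, *p* = 0.0556, rho = 0.255, *p* = 0.0460; adjusted *p* = 0.0901 and 0.0921), 0.269 without the 2 farthest sheep and 0.116, 0.322, 0.518 and 0.246 within blocks. The prostaglandin F synthase 1-like gene had *r* = 0.242 (SE 0.107, *p* = 0.0579, rho = 0.280, *p* = 0.0278; adjusted *p* = 0.0901 and 0.0649), 0.215 without the 2 farthest sheep and 0.0716, 0.222, 0.647 and 0.272 within blocks. With CH_4_ yield, *CBR1* had *r* = 0.0878 and *AKR1C4* 0.101, and neither passed.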

In the sheep transcriptome atlas of Clark et al. (2017), *AKR1C4* and *ENSOARG00000010221* also had very high tissue specificity in the rumen complex and all three genes were enriched in cellular metabolic functions (**Supplementary Table S4**). Since the rumen epithelium plays a key role in the uptake of SCFAs, which contribute to ketone-body synthesis (a component of the energy acquisition pathway in ruminants), the results of the current study suggest that *AKR1C* family members and *CBR1* may have important (but currently unknown) roles in the uptake of energy metabolites by the rumen wall.

**FIGURE 6:**
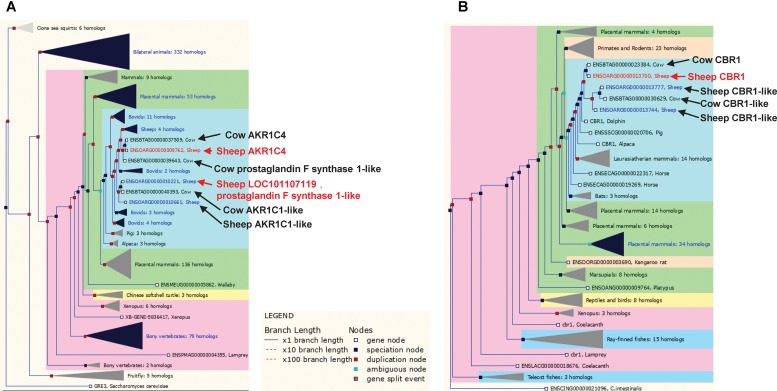
Trees for the aldo-keto reductase and short chain dehydrogenase/reductase gene families. **(A)** Aldo-keto reductase gene family, including sheep genes ENSOARG00000009762 and ENSOARG00000010221 (red text). **(B)** Short chain dehydrogenase/reductase gene family including the sheep gene ENSOARG00000013700 (red text). Other ruminant genes closely related to ENSOARG00000009762, ENSOARG00000010221, and ENSOARG00000013700 were also labeled in dark text.

### Gene Sets Associated With Rumen Concentrations of Short Chain Fatty Acids

Significant relationships between SCFA concentrations and CH_4_ production were observed in NZ experiment, but not in the AUS experiment (**Supplementary Table S2**). However, despite this difference a joint analysis was performed to identify genes with expression consistently correlated with individual SCFA concentrations in both the AUS and NZ datasets (**Figure 4**, **Supplementary Figure S5**). Overall, our approach identified the expression of 15 genes correlated with acetate concentration, 27 correlated with butyrate concentration and 31 correlated with propionate concentration in both AUS and NZ datasets. The mean expression of these genes and their regressions with SCFA concentration were shown in (**Supplementary Figure S5**). The cell cycle genes, representing rumen epithelial cell division, had the strongest and the most consistent positive relationships with SCFA concentrations. This is consistent with previous results where SCFAs in general stimulated rumen epithelial mitotic index (Sakata and Tamate, 1977; Sakata and Yajima, 1984). However, results in the current study showed only a small between-SCFA difference of relationships of individual SCFA concentrations with cell cycle gene expression (**Figure 4** and **Supplementary Figures S5A,B**). The observation that butyrate concentration was significantly correlated with cell cycle gene expression levels (**Supplementary Figure S5B**) is consistent with the proposed regulatory role of butyrate in rumen cell division (Sakata and Tamate, 1977, 1978).

Among the SCFAs, butyrate concentration had the strongest and most consistent correlations with the expression of genes from the metabolism gene set (**Figure 4** and **Supplementary Figure S5B**). These results are consistent with the conventional model that butyrate is the primary substrate for energy generation via ketone body metabolism in the rumen wall (Sejrsen et al., 2006). Many of the genes that had expression correlated with butyrate concentration were also correlated with CH_4_ traits (**Figure 4** and **Supplementary Figure S5B**). Interestingly, among the genes with the strongest and most consistent relationship with both SCFA concentrations and CH_4_ traits were *AKR1C4* and *LOC101107119* (**Figure 3**, red box), again highlighting their potential metabolic significance in ruminants.

The overall positive relationship between CH_4_ product and yield, and energy intake and the expression level of the metabolic gene set suggests non-competitive processes for substrates between microbial CH_4_ production and host energy acquisition via SCFA uptake in the rumen. Furthermore, stronger correlations of expression of metabolic genes with the produced CH_4_ than their correlations with SCFAs appears to support the hypothesis that the variations of the expression of these metabolic genes are driven by substrates produced by the rumen microbial fermentation, which at the same time generates CH_4_. In other words, the identified set of rumen metabolic genes may well be “effect” genes and thus unlikely to be involved in the “host control” processes of CH_4_ generation. The rumen epithelial metabolic process produces ketone bodies that contribute to the energy resources used by the host. The observed positive relationships between CH_4_ measurements and the expression of rumen metabolic gene sets also suggests a link between rumen CH_4_ emissions and the host energy intake, which cannot be ignored when selecting low CH_4_ emitting sheep.

### Rumen Muscle Genes Negatively Correlated With MRT and CH_4_ Yield

In sheep, several independent experiments have shown that shorter MRT leads to reduced CH_4_ yield (Goopy et al., 2014; Barnett et al., 2015). This is consistent with the observation from the present study of AUS animals (Bond et al., 2017; **Supplementary Figures S6A–C**) (MRT was not measured in NZ animals). In the AUS experiment, there were no significant correlations between MRT and the expression levels of any of the aforementioned major clusters of rumen genes, including the set of 14 metabolic genes that were associated with CH_4_ traits. Shorter MRT can be achieved by increased contractile forces of the rumen complex, driven by the rumen muscle components (Bueno and Ruckebusch, 1974; Okine et al., 1989; Okine and Mathison, 1991). Given the existence of a large number of genes of muscle origin consistently expressed in AUS and NZ rumen wall tissues (**Figures 1A,B**), the relationships between rumen muscle gene expression, MRT and CH_4_ yield were further explored by fully utilizing the available data from the two experiments. This was done by firstly identifying individual genes of rumen muscle that were negatively correlated with MRT in the AUS dataset (starting with 16,011 genes CPM value > 1 in all AUS samples) and then testing whether the expression of these AUS-MRT-associated genes were also negatively correlated with CH_4_ yield in both the AUS and the NZ datasets.

In the set of the top 200 genes whose expression levels were negatively correlated with both MRT in the AUS dataset (*r* ranged from -0.5 to -0.21) and CH_4_ yield in the AUS and NZ datasets (*r* ranged from -0.47 to -0.26), 21 showed significant enrichments of biological pathways in DAVID (Huang da et al., 2009) with Benjamini-Hochberg adjusted *p*-values < 0.05 (**Figure 7A**), including the cytoskeleton function (**Figure 7A**). Later we also showed that 46 out of these 200 genes had differential expression (DE) between long and short MRT animals with FDR < 0.1 (**Supplementary Table S6**). The cytoskeleton is a key component of the structure of muscle, which has a specific cytoskeleton associated with it and many of the genes are related to cytoskeletal proteins of the myofibrils (Henderson et al., 2017). Muscle does not have such a high cell turnover rate as the epithelium cluster. This is consistent with differences in MRT being more likely to be due to differences in the muscle layers than in the epithelial layers of the rumen wall. These results indicated the existence of muscle signals in this dataset correlated with MRT and this was the motivation for the following differential gene expression analyses between long and short MRT animals. The rumens in the animals in this analysis varied about 3.5-fold in the actual thickness of the muscle layer of the rumen wall (**Supplementary Figure S7**). However, there was no significant correlation between the thickness of the rumen wall and MRT in the AUS dataset (**Supplementary Figure S7**).

**FIGURE 7:**
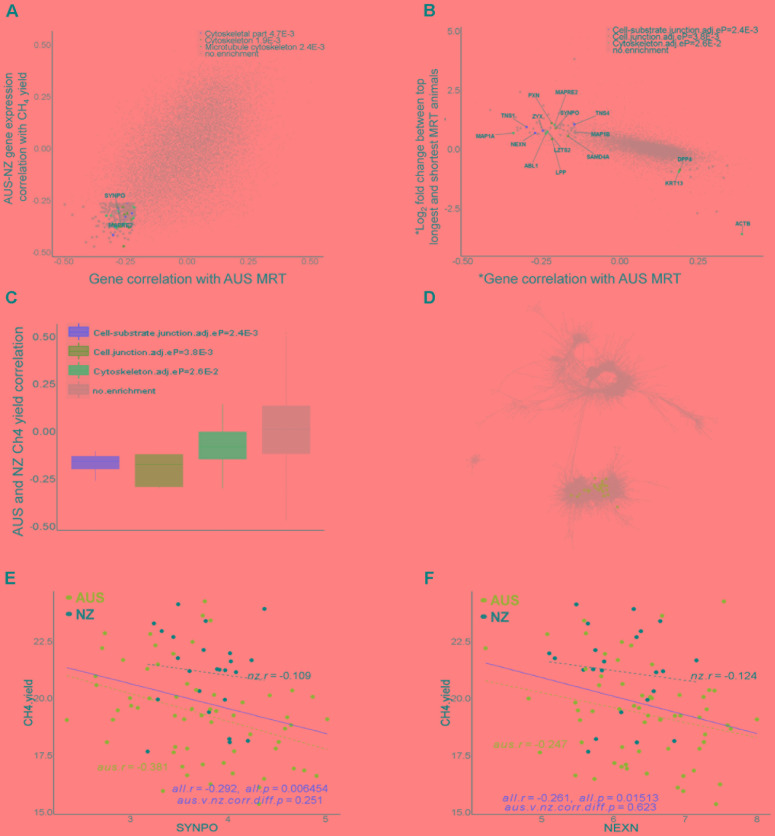
Genes associated with rumen feed mean retention time (MRT). **(A)** Transcriptome-wide relationships between the correlations of expression of individual genes with AUS MRT values and CH_4_ yield (g/day/dry matter intake, kg/d) in across the combined AUS and NZ datasets. The top 200 genes with negative correlations for both phenotypes were analyzed for DAVID enrichment and terms with adjusted enrichment *p*-values < 0.05 are indicated. **(B)** Transcriptome-wide relationships between the correlations of expression of individual genes with AUS MRT values and differential gene expression between the top 10 shortest and longest MRT animals in the AUS dataset. ^∗^ indicates the transcriptome data was normalized for the mean expression of muscle genes present in both the AUS and NZ gene network to remove the effect of the composition of the full thickness rumen wall samples. The genes indicated were analyzed for DAVID enrichment and terms with adjusted enrichment *p*-values < 0.05 are shown. The list of genes with their *p*-values and FDR for differential expression between long and short MRT animals can be found in **Supplementary Table S6**. **(C)** Expression of genes in enriched pathways in **(B)** were plotted for their correlations with CH_4_ yield across both the AUS and NZ datasets. **(D)** Location of genes showing significant differential expression between long and short MRT animals and with negative correlations (within top 200) with MRT in the AUS-NZ combined network. For genes with enrichments their colors correspond to dot colors in panel **(B)**. **(E,F)** Scatter plots of gene expression correlations with CH_4_ yield in the animals in the AUS and NZ datasets for example genes from the set of genes identified in the analysis above.

Next, we investigated whether a difference in the composition of the muscle in the rumen wall, as represented by gene expression, may be related to MRT. Since variation in the proportion of muscle in the full thickness rumen wall samples is the major driver of variation in the observed muscle gene expression, further normalization of the data was required to enable to address this question. 

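Over the 62 AUS sheep, the mean expression of the 647 muscle genes ran opposite to the mean of all metabolism genes of Table S3: *r* = -0.879 (SE 0.0265, permutation *p* = 1e-05, the smallest possible) and rho = -0.885 (*p* = 1e-05), with adjusted *p* of 1.83e-05 and 2.2e-05. It was -0.863 without the 2 sheep farthest from the median and -0.826, -0.919, -0.920 and -0.857 in blocks 1 to 4. Lipid/oxo-acid metabolism (*r* = -0.780, SE 0.0505, rho = -0.764), general metabolism (*r* = -0.832, SE 0.0343, rho = -0.826) and cell cycle genes (*r* = -0.412, SE 0.0878, rho = -0.465) all had a negative relation to the muscle list, with permutation *p* of 1e-05, 1e-05 and 0.00087 for *r*. Without the 2 farthest sheep these 3 were -0.748, -0.848 and -0.431. CPM values are shares of a library, so a higher share of one tissue layer lowers the values of the other. The study's further normalization of the muscle genes was not repeated here.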

The gene expression data was normalized using the average expression of a large set of genes included in the muscle cluster in all three global gene expression networks to minimize the variation due to difference in proportions of muscle in the samples and to maximize any signals of difference in composition per unit volume of muscle in the rumen wall. Firstly, we compared rumen wall gene expression of the top 10 shortest and top 10 longest MRT animals (**Supplementary Figure S6D**) in the muscle expression normalized datasets. This led to the identification of 236 genes with DE at the FDR < 0.1 level when fitting the mean muscle gene expression as a covariate (**Supplementary Table S6**). Of these 236, 87 of them also had DE at the FDR < 0.1 level when fitting the rumen muscle depth as a covariate (the 8th column of **Supplementary Table S6**). In total, there were 88 genes with DE at FDR < 0.1 level when fitting the rumen muscle depth as a covariate. Thus, the results from the DE fitting the mean muscle gene expression as a covariate included most of the results from the DE fitting the mean depth as a covariate. As muscle depth was not available in NZ dataset but the mean expression of the rumen muscle genes was based on both AUS and NZ datasets, we preferred to use the results fitting the mean muscle gene expression as a covariate in the following sections.

To refine the gene list, we prioritized 41 genes with significant DE (FDR < 0.1, fitting the mean muscle gene expression as a covariate) which also were within the top 200 of genes with expression negatively correlated with MRT (**Supplementary Table S7**). Such integrative analysis allowed us to identify genes whose changes in expression were associated with variation in MRT that were significantly enriched in cell junction and cytoskeleton functions (**Figure 7B**). All of these genes were located in the established muscle cluster (**Figure 7C**) and had negative correlations with CH_4_ yield in both the AUS and NZ datasets (**Figures 7D–F**). 

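All 41 genes of Table S7 had a negative *r* with CH_4_ yield in 61 AUS sheep, from -0.429 to -0.149 with a mean of -0.281 (SD 0.0690). At a permutation *p* under 0.05 there were 26, and 22 when adjusted over the list alone, which is not independent evidence because the study chose the genes on these sheep by MRT, which it relates to CH_4_ yield; limma called none over all genes. Among those with a symbol, the lowest were the transcription coactivator *WBP2* (*r* = -0.411, *p* = 0.0009), *RPRD2* (-0.373, *p* = 0.0026) and the endothelial receptor *HEG1* (-0.372, *p* = 0.0023). The mean expression of the 41 genes fell with CH_4_ yield, at *r* = -0.327 (SE 0.0890, permutation *p* = 0.00957) and rho = -0.368 (*p* = 0.00402), and adjusted over 50 relations *p* was 0.0992 and 0.0438. Without the 2 sheep farthest from the median *r* was -0.293. Within blocks 1 to 4 it was -0.113, -0.260, -0.197 and -0.0965, and with the differences between blocks removed -0.156 (*p* = 0.229). In block 1, where CH_4_ yield was lowest, 39 of the 41 genes rose by limma (40 when adjusted over the list alone; mean difference 0.78, SE 0.153, permutation *p* = 1e-05, 1 of 16 sheep below the median of the others). That difference fell to 0.204 (*p* = 0.0254) with the mean of the muscle list held constant, and camera with an estimated correlation did not call the list in block 1 (adjusted *p* = 0.151). With sheep oz151 kept in, *r* was 0.0196, without sheep oz175 it was -0.385 (*p* = 0.00243), and without block 1 it was -0.244 (*p* = 0.105). Of the 41 genes 15 are in the muscle list of Table S3. The expression filter of the network was passed by 28, all 28 had links, and 24 of them lay in a community of 670 genes. This is another community than that of 534 genes, which held 421 of the 647 genes of the muscle list.

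**Figure D3:**
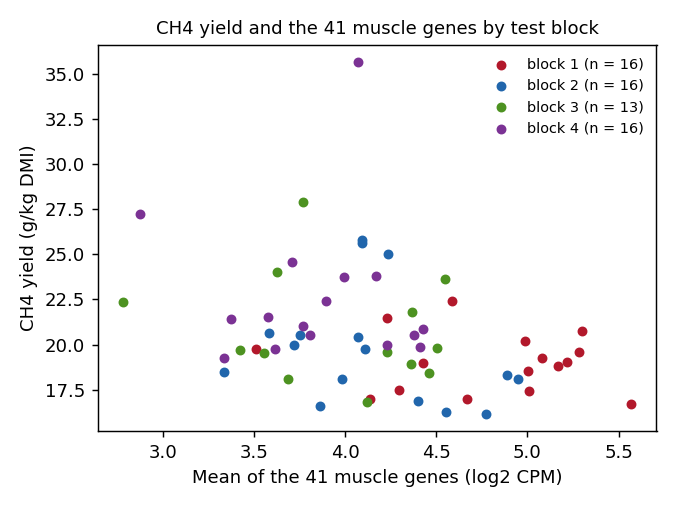
CH_4_ yield (vertical axis, g/kg DMI) against the mean log2 CPM of the 41 genes (horizontal axis), with 1 point for each of 61 sheep colored by test block. Within blocks 1 to 4 *r* is -0.113, -0.260, -0.197 and -0.0965.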

The list of 41 genes identified with their significant DE information and their correlation with MRT and CH_4_ yield is displayed in **Supplementary Table S7**. Several of the identified genes with biological relevance are candidates for a role in host control of MRT and hence CH_4_ yield (**Figures 7D–F**). For example, *SYNPO* (synaptopodin) encodes an actin-associated protein which plays a role in actin-based cell shape and motility (Kremerskothen et al., 2005). 

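*SYNPO* (ENSOARG00000007513) was expressed at 3.68 ± 0.66 log2 CPM (SD, *n* = 62) in the AUS sheep and had 67 links at *r* above 0.8. With CH_4_ yield it had *r* = -0.301 (SE 0.101, *n* = 61, permutation *p* = 0.0168) and rho = -0.391 (*p* = 0.00197); adjusted over 50 relations, *p* was 0.115 and 0.0438. It was -0.326 without the 2 sheep farthest from its median. Within blocks *r* was -0.102, -0.513, -0.112 and 0.192, and with the differences between blocks removed -0.122 (*p* = 0.350). It was -0.262 (*p* = 0.0394) with the muscle list held constant, -0.220 (*p* = 0.149) without block 1, -0.383 (*p* = 0.00261) without sheep oz175 and -0.0196 with sheep oz151 kept in.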

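The actin-binding gene *NEXN* (ENSOARG00000013187) was expressed at 6.37 ± 0.78 log2 CPM (SD, *n* = 62) in the AUS sheep and had 220 links at *r* above 0.8. Its *r* with CH_4_ yield was -0.151 (SE 0.160, *n* = 61, permutation *p* = 0.247, rho = -0.248, *p* = 0.0539; adjusted *p* = 0.536 and 0.150). It was -0.127 without the 2 sheep farthest from its median and -0.146, -0.209, -0.181 and 0.124 in blocks 1 to 4. Without sheep oz175, *r* was -0.324 (*p* = 0.0111), while it was -0.0841 (*p* = 0.521) with block differences removed, 0.00439 (*p* = 0.973) with the muscle list held constant, -0.0393 (*p* = 0.798) without block 1 and -0.00148 with sheep oz151 kept in.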

NEXN (nexilin) plays an important role in mammal cardiac development (Yang et al., 2014) and F-actin binding. *SYNPO* and *NEXN* are all involved in the cell junction pathway (**Figure 7B**), an important feature of smooth muscle regulating contraction (Eddinger et al., 2005). *KCNMA1* (Potassium Calcium-Activated Channel Subfamily M Alpha 1) encodes an integral membrane bound protein forming voltage and calcium-sensitive potassium channels which are fundamental to the control of smooth muscle tone and neuronal excitability (refseq). Although *KCNMA1* was not included in the final list (**Supplementary Table S7**), it showed significant DE between long and short MRT animals (FDR < 0.05, **Supplementary Table S6**). It is a known regulator of smooth muscle contraction (Ghatta et al., 2006). 

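*KCNMA1* (ENSOARG00000009163), the large-conductance calcium-activated potassium channel of smooth muscle, was expressed at 5.83 ± 0.79 log2 CPM (SD, *n* = 62) in the AUS sheep, where MRT was not analysed here. It had 247 links at *r* above 0.8. With CH_4_ yield it had *r* = -0.179 (SE 0.119, *n* = 61, permutation *p* = 0.167) and rho = -0.279 (*p* = 0.0297), with adjusted *p* of 0.463 and 0.106. For this gene *r* was -0.204 without the 2 sheep farthest from its median, -0.0418, -0.0742, -0.0968 and 0.196 in blocks 1 to 4, and -0.277 (*p* = 0.0318) without sheep oz175. It was 0.00148 (*p* = 0.991) with block differences removed, -0.0584 (*p* = 0.654) with the muscle list held constant, -0.0383 (*p* = 0.800) without block 1 and -0.0678 with sheep oz151 kept in. In block 1 the gene rose by 0.97 (SE 0.186, limma adjusted *p* = 3.67e-05, higher in 15 of 16 sheep than the median of blocks 2–4), but not with the mean of the muscle list as a covariate (limma adjusted *p* = 0.165).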

The increased expression in the rumen of these genes and the pathways/structures in which they are involved may increase gastrointestinal muscle contraction, which is predicted to lead to more rapid feed passage (i.e., reduced MRT) and consequently contribute to reduced CH_4_ yield. Thus, our results reveal some attractive candidates to select for increasing smooth muscle contraction rates in the rumen wall, which may decrease MRT and consequently mitigate CH_4_.

Our study has potential limitations, including that the analyses were largely based on correlations between gene expression and phenotype which do not necessarily imply causation. In addition, the activity of proteins, especially regulatory proteins, may not necessarily be reflected in the level of expression of the encoding genes in the tissue. Some of the identified host gene-to-phenotype correlations may also be contributed by rumen microbial populations, which requires future integrative studies with the host factors and CH_4_ phenotype. Also, HTseq (Anders et al., 2014) focusing on uniquely mapped reads was used to generate our gene count data, which might lead to false negative errors due to filtering out potentially informative genes with multi-mapped reads (Robert and Watson, 2015). While uniquely mapped reads are still widely used in understanding the relationships between gene expression and complex traits (Consortium, 2017; Bouwman et al., 2018), utilizing multi-mapped reads as suggested by (Robert and Watson, 2015) in the future research may lead to new discovery of gene candidates associated with CH_4_ phenotypes. We have analyzed the CH_4_ phenotypes one at a time and future analyses modeling these variables in a single model using multivariate approaches (Lê Cao et al., 2009; Rohart et al., 2017) may provide additional efficiency and insights into the analyses of complex CH_4_ phenotypes.

## Conclusion

We combined transcriptomic datasets from two completely independent experiments conducted in AUS and NZ, where feeding regime, animals, and CH_4_ phenotype are significantly different. We compared relationships between the expression of rumen wall gene clusters and CH_4_ phenotype across experiments and the results significantly enhanced our understanding of the host rumen mechanisms associated with enteric CH_4_ emissions. The side-by-side between-experiment transcriptomic comparisons validated core rumen gene sets representing major epithelial and the muscular functions. While cell cycle genes are always positively correlated with SCFA concentrations, a group of metabolic genes are always positively correlated with CH_4_ and butyrate concentrations, included key ketone body metabolism members. This set of metabolic genes also contained poorly annotated sheep genes members of the AKR1C family with probable ruminant origin, highlighting their probable significance in rumen metabolism. The strong relationship between metabolic genes and CH_4_ emission suggests a tight relationship between enteric CH_4_ and the host energy metabolism. Sheep with shorter MRT (negatively related with lower CH_4_ yield) had higher gene expression levels of genes encoding proteins involved in cell junctions in the muscle component of the rumen wall, which are an important feature of smooth muscle contraction. Increased rumen contraction likely reduces MRT and consequently CH_4_. These genes might therefore be targets to select hosts for mitigating CH_4_ and possibly maintaining digestion efficiency. The expression properties of these targets may allow for genetic selection. Future research of the impact of these rumen gene clusters on the activities of methanogens may further our understanding of the detailed mechanisms of host control of CH_4_ emissions.

## Materials and Methods

### Animals, Experimental Design, and Measurements

The Australian animal experiment was conducted at the University of New England, Armidale, Australia, in accordance with the University of New England Animal Ethics Committee (AEC no14-041) and the animal experiment in New Zealand was conducted at AgResearch Grasslands Research Center, Palmerston North, New Zealand with approval in accordance of AgResearch Code of Ethical Conduct. Full details of the experimental design have been reported by (Bond et al., 2017) for the Australian experiment and by Xiang et al. (2016a) for the experiment in New Zealand. Summary of experimental conditions is displayed in **Table 1**. The Australian experiment was performed with 64 ewes (∼3 years of age) of four Merino sires in an incomplete randomized block design with 16 sheep per block (i.e., test period of 4 weeks). All sheep were fed lucerne:oat chaff (50:50) at 1.5 × maintenance metabolizable energy (ME, MJ/kg DM) requirements (Bond et al., 2017). ME for the AUS sheep was 9.9 MJ/kg DM (Bond et al., 2017) and this was used to calculate the DE with the equation: DE Mcal/kg = ME Mcal/kg/0.82, based on UC Davis energy conversion calculator^1^. The experiment in New Zealand was performed with 24 composite breed ewe lambs (∼9 months of age) of low and high CH_4_ yield selection line sires in one period. Animals were fed good or poor quality cut ryegrass based pasture at 1.0 or 1.5 × maintenance ME (MJ/kg DM) requirements (Xiang et al., 2016a). The DE of NZ sheep was calculated using the equation: DE Mcal/kg = Gross energy (MJ/kg DM) × 0.001 × *in vitro* DM digestibility (g/kg DM). For NZ sheep with good quality feed, the gross energy and *in vitro* DM digestibility were 17.8 MJ/kg DM and 686 g/kg DM, respectively. For NZ sheep with poor quality feed, the gross energy and *in vitro* DM digestibility were 17.6 MJ/kg DM and 659 g/kg DM, respectively.

In both experiments, after adjustment to the dietary conditions, animals were measured in the respiratory chambers to measure CH_4_ production and dry matter intake for 48 h and a single rumen sample was collected from SCFA measurement. In addition, in the Australian experiment, measurements of rumen feed MRT were estimated using inert markers over a 7-day period in combination with excretion curve fitting to compartment model, and CT scanning to determine rumen volume were performed (Bond et al., 2017). The animals in both experiments were sacrificed at the end of the experimental periods. During the course of the experiment in AUS, two sheep, both in block 3, were lost from the experiment (Bond et al., 2017).

### RNA Preparation and Sequencing

After sacrifice of the animals, the whole ventral rumen wall of each sheep was sampled and placed in RNALater^®^-ICE Frozen Tissue Transition Solution (Ambion^®^) and stored at -20°C. The RNA extraction and sequencing protocols followed previous study (Xiang et al., 2016a). Briefly, rumen wall samples were later transported to CSIRO’s FD McMaster Laboratory at Chiswick, Armidale, Australia for extraction. RNA of 62 animals was extracted from 200 mg ventral rumen tissue using the Qiagen RNeasy^®^ Midi Kit with on-column DNase digestion. The average RNA concentration was measured using a Quant-iT^TM^ RiboGreen^®^ RNA reagent and kit (Invitrogen^TM^) on a fluorescent plate reader. Samples of ∼4 μg of total RNA were rRNA depleted using the Ribo-Zero^TM^ Magnetic Gold Kit (Human/Mouse/Rat) (Epicenter^®^) and purified using a Qiagen RNeasy^®^ MinElute Cleanup Kit. A total of 12 μl rRNA depleted RNA was sent to the Ramaciotti Genomics Center, The University of New South Wales, Australia. RNA Quality was checked and stranded libraries were prepared using SureSelect^TM^ stranded RNA sample preparation kit (Agilent Technologies) at the sequencing center. RNA sequencing was performed as 100 base paired-end reads in two lanes of Illumina HiSeq2000 instrument housed at the Ramaciotti Genomics Center. 

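Between 216 and 839 of the 16011 AUS genes had 0 assigned reads in a library. The 10 most abundant genes of each library took 17.3% ± 1.40 of its reads (SD, *n* = 62), with 16.1% in block 1, 18.0% in block 2, 17.4% in block 3 and 17.7% in block 4. With every library thinned to the size of the smallest, 5294 to 5334 genes differed between block 1 and blocks 2–4 in 5 draws (limma, adjusted *p* under 0.05).

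**Figure D4:**
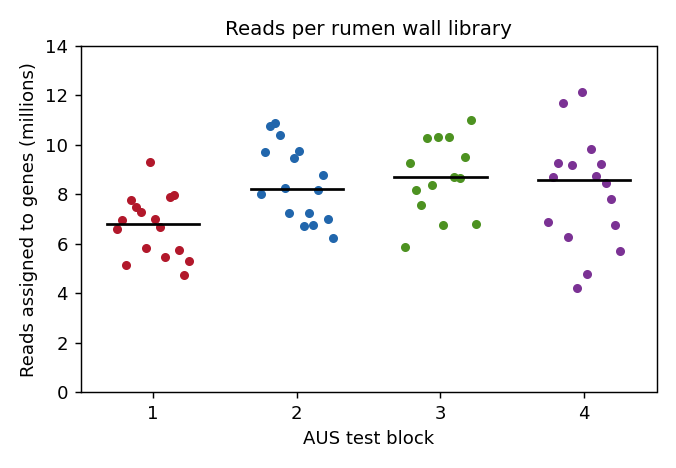
Reads assigned to genes per library (vertical axis, in M reads) by AUS test block (horizontal axis), with 1 point per sheep and a line at the block's median. The medians are 6.81, 8.22, 8.69 and 8.59 in blocks 1 to 4.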

Total reads were ranging from 15 to 20 million per sample. RNA sequencing results were checked for quality using FastQC at the sequencing center. A total of 16,011 genes with CPM value > 1 = in all samples of the AUS data were retained.

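In the deposited AUS values, 11535 of the 16011 genes had a CPM above 1 in all 62 libraries, computed from the recovered reads, and 16001 had it in at least 1 library. At a CPM of at least 3, the numbers were 9869 genes in all libraries and 13824 in at least 1.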

### Sequence Data Analysis

The AUS ventral rumen wall RNA sequencing raw reads files (fastq) were retrieved from the sequencing center. The NZ ventral rumen transcriptomic data was generated previously (Xiang et al., 2016a) (accession PRJNA313132). Raw reads were aligned to Ensembl sheep gene models v3.2 (Ensembl Genes release 78) with additional models for genes at the epidermal differentiation complex locus (Jiang et al., 2014) using Tophat v2.1.0 (Trapnell et al., 2009) and bowtie2 v2.1.0 (Langmead and Salzberg, 2012) with default options. BAM files were calculated for counts using HTSeq v0.6.1 in the Python environment (Anders et al., 2014).

### Construction of Gene Expression Networks

A hypothesis-free global gene expression network of the Australian data (AUS) was constructed to understand general gene expression patterns across the studied animals. Transcripts with at least 3-CPM in all 62 rumen samples were normalized by voom (Law et al., 2014) and transformed expression values were analyzed for co-expression using PCIT (Reverter and Chan, 2008) in R v3.1.4. To reduce the complexity of the network the PCIT output was filtered for pairs of genes with a correlation coefficient > 0.8 and visualized in Cytoscape v3.1.2 (Shannon et al., 2003). The identification of gene sub-clusters followed previous procedures (Xiang et al., 2016a) using the Glay community clustering plugin in Cytoscape (Shannon et al., 2003). To demonstrate the consistency between NZ and AUS ventral rumen transcriptome data, AUS global network was mapped to the NZ global gene expression network based on appearances of genes in respect networks. An AUS-NZ combined global gene expression network was also generated by combining voom transformed AUS and NZ transcriptomic data and normalizing together using the quantile method, implemented in the Affy package (Bolstad et al., 2003). After voom transformation, the RNA sequence count data has properties similar to microarray data (Law et al., 2014). This allowed the application of quantile normalization, a method that has been widely used to remove sources of variation between arrays of non-biological origin from microarray data, to our RNA sequence data. The jointly normalized AUS-NZ data were also analyzed using PCIT and visualized in Cytoscape by the same procedures described above. The hypergeometric distribution (hP) (Andrews et al., 1999) was used to determine significance of overlaps of genes in the different datasets.

### Correlation Analysis

For gene sets present in both the AUS and NZ gene expression networks (**Figure 1A**), the mean expression of the genes in the cluster were calculated for each animal in the AUS and NZ datasets based on AUS-NZ jointly normalized expression data. Then mean expression of a gene set was analyzed for correlation with respect AUS and NZ phenotype. All phenotype data were not normalized as these phenotypes, such as CH_4_ production (g/day) and yield (g/d/DMI) are well used parameters in different sheep studies (Goopy et al., 2014, 2016; Shi et al., 2014). The significance of between-experiment differences of correlations of gene expression with phenotype was determined by Fisher’s Z method (review and integrated in (Lui et al., 2015): for AUS correlation *r_aus_*(*f,i*) and NZ correlation $r_{nz}(f,i):z_{aus}=\frac{1}{2}$ ln $\left(\frac{1+r_{aus}}{1-r_{aus}}\right)$ and $z_{nz}=\frac{1}{2}$ ln $\left(\frac{1+r_{nz}}{1-r_{nz}}\right)$, respectively. This allowed for normal distribution and calculation of the standard error based Z-differences between correlation coefficients in AUS and NZ animals: $z_{aus-nz}=\frac{\left|z_{aus}-z_{nz}\right|}{\sqrt{\frac{1}{n_{aus}-3}+\frac{1}{n_{nz}-3}}}.$ *n_aus_* and *n_nz_* represented sample size in AUS and NZ groups, respectively. *z_aus-nz_* then led to significant tests of difference of correlation coefficients which were estimated by pnorm function in R v3.14.

While there were a number of significant differences of design and feeding regime between AUS and NZ experiments, the overall rumen wall gene expression patterns in two experiments showed consistency. To identify gene sets showing consistent correlations with CH_4_ production (g/d) and yield (g/kg DMI) in both AUS and NZ dataset, a stepwise approach based on both gene-phenotype and gene-gene relationships was used. This approach considered the differences between experiments as the negative control for unreproducible gene-to-phenotype and gene-gene correlations in two independent studies. All calculations were performed in R v3.14 if not specified. For each dataset, Pearson correlation coefficient between each voom transformed gene expression value and CH_4_ production and yield was calculated. Gene-phenotype correlations with absolute coefficient within upper 1/3 quartile were chosen to perform PCIT analysis to construct gene network using Cytoscape based on pairwise gene-gene correlations > 0.8. The concept behind this approach is that if a gene set is important for a phenotype, member genes within this gene set should be involved in similar pathways thus should be well correlated with each other. AUS and NZ dataset were analyzed separately for this approach and the results (AUS and NZ networks containing genes well correlated with each other and with network individual gene member reasonably correlated with the phenotype) were matched based on: (1) appearance of genes (network nodes) in both AUS and NZ network, (2) showing the same correlation sign with the trait in both AUS and NZ data, and (3) the absolute value of correlation coefficient should be no less than 0.15 in both datasets. The cutoff of absolute correlation coefficient > 0.15 was an empirical choice to filter out noisy correlations. Our previous studies have shown that the gene selection based on ranking of correlations between gene expression and phenotype is more informative than the selection based on p-value of the correlation (Guo et al., 2014, 2015). As SCFAs were also important parameters associated with CH_4_ traits, the same procedures described were also applied to analyze individual SCFA concentrations in both AUS and NZ dataset.

To explore the expression of genes potentially correlated with MRT, correlations of the whole transcriptome expression of AUS and NZ CH_4_ yield and AUS MRT was plotted (**Figure 7A**). Based on the ranking of gene-phenotype correlations the top 200 genes showing negative correlations with both CH_4_ yield and AUS MRT were selected for enrichment analysis with DAVID (Huang da et al., 2009). Only enriched terms with Benjamini-Hochberg adjusted *p*-values < 0.05 accounting for multi-testing as implemented in DAVID (Huang da et al., 2009) were considered. To further identify expression of genes associated with MRT, which was associated with CH_4_ yield in the study of (Bond et al., 2017) and in previous experiments (Pinares-Patiño et al., 2003; Goopy et al., 2014), a subset of data from 20 animals with the highest and the lowest MRT values were selected (**Supplementary Figure S6D**). Gene DE was analyzed in these 20 animals using edgeR (Robinson et al., 2010) with the following linear model: *y* = *block* + *muscle.gene* + *MRT.status* + *e* (1). The *block* variables had four levels (block 1, 2, 3, 4); the *muscle.gene* is a continuous variable, which is the mean gene expression value of members of the rumen major structural muscle gene cluster that appeared both in AUS and NZ global network described above; the *MRT.status* variable had two levels (short and long). Variation in MRT is associated with changes in rumen muscle physical contractile activities rather than changes in the rumen muscle amounts (Okine and Mathison, 1991), which are more likely to be captured by gene expression assay. To capture changes in the rumen muscle physical activity between short and long MRT animals at the gene expression level, the mean expression of the cluster of rumen muscle genes, which appeared in both AUS and NZ networks, were fitted in the linear model. Fitting the average muscle gene expression in the model as a covariate allowed comparisons between long and short MRT animals based on the adjustment where these animals had the same mass of rumen muscle. This enables us to identify variations in expression of genes representing “regulators” that can lead to changes in rumen muscle physical activities. To further filter the DE results, we normalized the whole transcriptome to the mean gene expression value of the AUS-NZ included major structural muscle gene cluster, which has been used in gene expression analysis before (Jaeger and Spang, 2006). Normalized transcriptome data of muscle gene expression were used to calculate individual correlations with MRT. We also performed DE analysis, fitting muscle depth as a covariate: *y* = *block* + *muscle.depth* + *MRT.status* + *e* (2), where *muscle.depth* is the rumen muscle depth measured for studied animals. The DE results from model (2) were compared with results of model (1) and there was a significant overlap of results. The final list of genes associated with MRT was defined as within FDR of MRT DE < 0.1 (from model (1) and after muscle gene cluster normalization within top 200 negative correlations with MRT (**Figure 7B**). The location of these genes in the combined AUS-NZ network were mapped (**Figure 7D**). The correlation of the original expression of these genes (not normalized by muscle gene expression, **Supplementary Table S1**) with CH_4_ yield were also calculated (**Figures 7C,E,F**).

## Availability of Data and Materials

The AUS RNA sequencing dataset is deposited in the NCBI GEO database with the accession number GSE81847. The NZ RNA sequencing dataset is deposited at NCBI Sequence Read Archive with the accession number PRJNA313132. The R codes used in the paper are available at https://github.com/rxiangr/sheep-ch4.

## Ethics Statement

The animal studies were approved and carried out in accordance with the Animal Ethics Committees of NSWDPI [AUS experiment (Bond et al., 2017)] and AgResearch Grasslands [NZ experiment (Xiang et al., 2016a)].

## Author Contributions

JCM, CP-P, AJ, and SR designed the NZ animal experiment. VO, JB, and PV designed the AUS experiment. JCM, SR, CP-P, and AJ led the rumen sampling of the NZ animals. JB, DT, MC, AD, and KA participated in the rumen sampling of AUS animals. JCM and JM prepared the RNA from the all rumen wall samples. RX and BD designed the analysis. RX, BD, JB, and VO performed the analyses. RX and BD wrote the manuscript. RX, BD, JB, VO, AJ, and JCM revised the manuscript. All the authors read and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

AUS: Australian
MRT: Mean Retention Time
NZ: New Zealand

# Supplementary material for: Across-Experiment Transcriptomics of Sheep Rumen Identifies Expression of Lipid/Oxo-Acid Metabolism and Muscle Cell Junction Genes Associated With Variation in Methane-Related Phenotypes
**Source:** Front Genet. 2018 Aug 20;9:330. doi: 10.3389/fgene.2018.00330
**Supplement:** FIGURE S1 — The relationship between CH4 production and yield plotted using AUS and NZ data together.

**Figure S1**

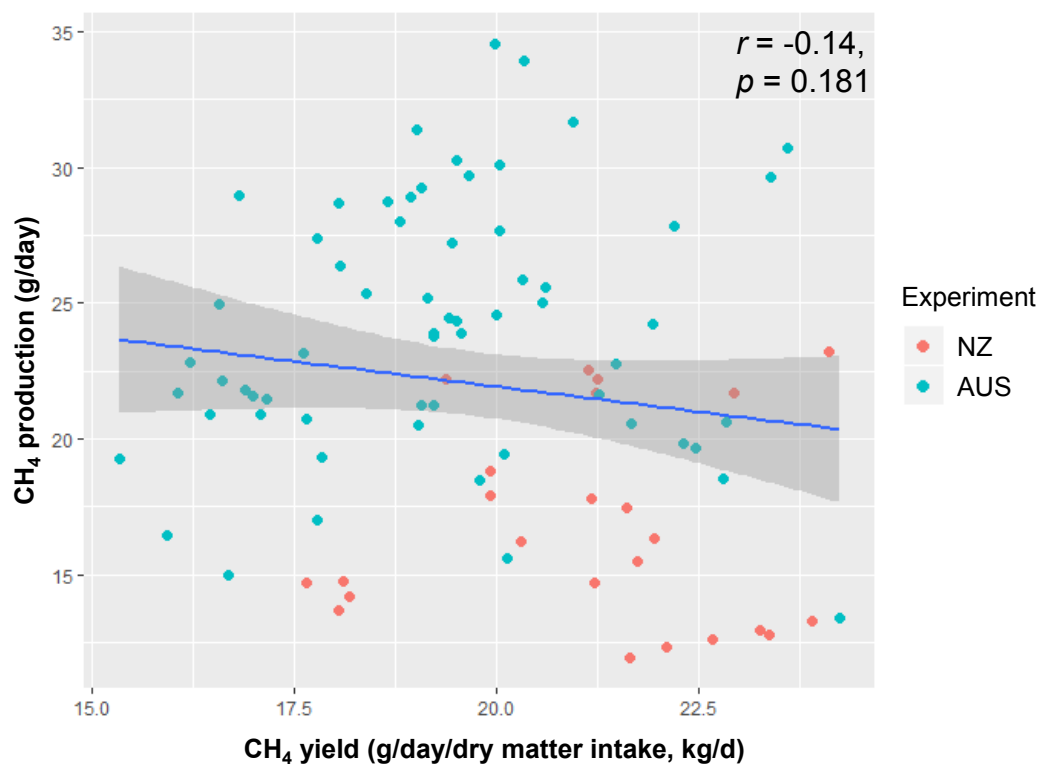

**Figure S1. The relationship between  $\text{CH}_4$  production and yield plotted using Australian (AUS) and New Zealand (NZ) data together. Correlation coefficients ( $r$ ) and significance ( $p$ ) of correlation were indicated.**

# Supplementary material for: Across-Experiment Transcriptomics of Sheep Rumen Identifies Expression of Lipid/Oxo-Acid Metabolism and Muscle Cell Junction Genes Associated With Variation in Methane-Related Phenotypes
**Source:** Front Genet. 2018 Aug 20;9:330. doi: 10.3389/fgene.2018.00330
**Supplement:** FIGURE S3 — NZ rumen transcriptomic network.

# Figure S3

## NZ along rumen transcriptomic network

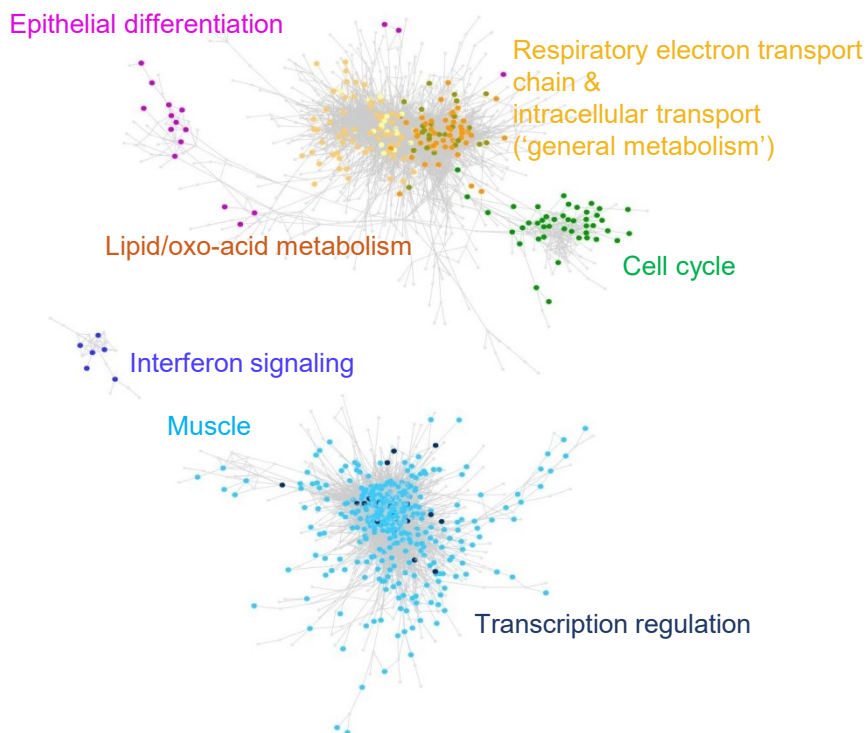

**Figure S3: Gene network reproduced using data from the New Zealand CH<sub>4</sub> experiment [1].**

[1] Xiang, R. *et al.* Gene network analysis identifies rumen epithelial cell proliferation, differentiation and metabolic pathways perturbed by diet and correlated with methane production. *Sci Rep* **6** (2016).

# Supplementary material for: Across-Experiment Transcriptomics of Sheep Rumen Identifies Expression of Lipid/Oxo-Acid Metabolism and Muscle Cell Junction Genes Associated With Variation in Methane-Related Phenotypes
**Source:** Front Genet. 2018 Aug 20;9:330. doi: 10.3389/fgene.2018.00330
**Supplement:** FIGURE S4 — Epithelial and cell cycle gene expressions in different blocks of AUS animals.

Figure S4

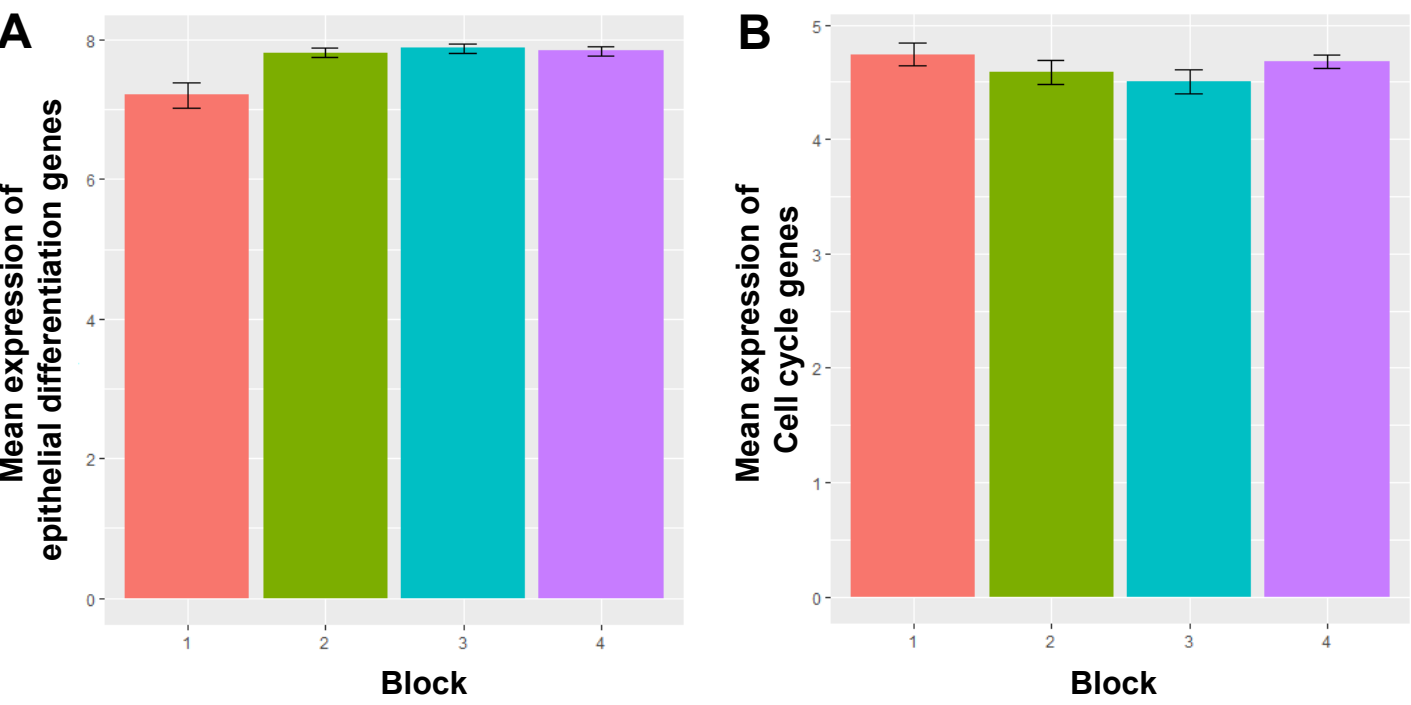

**Figure S4: The mean and standard error of expression of genes from the epithelial differentiation and cell cycle clusters.** The average expression of epithelial gene sets of the animals from block 1 was lower than the animals from other groups (**A**). However, such effects are not significant on cell cycle genes (**B**).

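The mean expression of the 43 cell cycle genes was 4.76 ± 0.42 log2 CPM in block 1 (SD, *n* = 16) and 4.64 ± 0.36 in blocks 2–4 (SD, *n* = 46), a difference of 0.13 (SE 0.118, permutation *p* = 0.255, adjusted *p* = 0.266 over 26 lists, 6 of 16 sheep below the median of the others). Of the 43 genes, 7 rose and none fell at an adjusted *p* under 0.05 from limma (5 when adjusted over the list alone). *MKI67* rose by 1.28 (SE 0.152, limma adjusted *p* = 3.22e-09, higher in 15 of 16 sheep than the median of blocks 2–4), from 5.95 ± 0.51 to 7.23 ± 0.62 log2 CPM. Other genes that act in mitosis rose less: the kinetochore gene *CASC5* by 0.52 (SE 0.120, limma adjusted *p* = 0.000398, higher in 14), *PLK1* by 0.42 (SE 0.133, limma adjusted *p* = 0.00961, higher in 13) and the motor *CENPE* by 0.42 (SE 0.139, limma adjusted *p* = 0.013, higher in 12). Against other genes, camera called the list (adjusted *p* = 0.0419), but not with an estimated correlation (adjusted *p* = 0.687). With the mean of the muscle list held constant, the difference of the list was 0.30 (permutation *p* = 0.00193).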

How the deposited data were processed for this re-analysis (not part of the article)

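Full-thickness samples of the ventral rumen wall of 62 AUS sheep were measured by RNA sequencing, with 1 library per sheep and 16, 16, 14 and 16 sheep in test blocks 1 to 4. The sample labels gave the test block, live weight, CH_4_ production and DMI of each sheep, and CH_4_ yield was computed as CH_4_ production over DMI. Each *p* below measures the spread between sheep and takes the sheep as independent. The paper states that the ewes had 4 sires, so some are related. Sire is not in the sample labels and no test accounts for it. The NZ libraries, MRT, short chain fatty acids and rumen muscle depth were not analysed here.

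The authors prepared stranded, ribosomal RNA depleted libraries and sequenced them as paired-end reads. They aligned the reads with TopHat and Bowtie2 to Ensembl sheep gene models, extended with models of the epidermal differentiation complex, and counted uniquely mapped reads per gene with HTSeq. The submitters' processing notes also name edgeR and limma. The values deposited by the authors are log2 CPM from voom, that is the log2 of the reads of a gene plus an offset of 0.5, scaled to a library size that includes a normalization factor, and they cover 16011 genes. Of these, 15997 carry an Ensembl ID and 14 are added gene models. The joint quantile normalization of the AUS and NZ values and the further normalization by muscle genes that the paper describes are not part of these values and were not repeated.

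The reads behind the log2 values were recovered by scaling each library so that its lowest values fell on whole reads plus the offset. All values then gave whole reads (100%, tolerance 0.01 reads). The libraries hold 4208032 to 12130080 assigned reads with a median of 7923973. At the median depth, a gene at the lowest levels of the table rests on few reads, and its log2 value moves in steps. Counts of differing genes therefore cover well and poorly measured genes alike, and an alternative kept only genes at 3 CPM or more in all libraries.

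Gene symbols were taken from the tables of the paper that pair them with gene IDs, which cover 1224 of the 16011 genes. Highest and lowest named genes are therefore the highest and lowest among genes with a symbol, while counts cover all genes. No coordinates, gene lengths or GC contents were used here, since the reference table at hand could not be joined to the gene IDs.

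Genes were compared between block 1 and blocks 2–4, and regressed on CH_4_ production, CH_4_ yield, DMI and live weight, with limma 3.58.1 in R 4.3.3 (empirical Bayes with a trend of variance on mean expression). *p* was adjusted by Benjamini-Hochberg over all genes tested, with a threshold of 0.05. Limma takes the same variance in both groups of a comparison. Where a gene spread more in block 1, the smaller group, its SE and *p* are too small. Sheep oz151 was left out of results on CH_4_ yield and DMI unless stated, which leaves 61 sheep, because its labeled DMI is far below that of every other animal. The relation of DMI with CH_4_ production and the mean DMI of all sheep keep it (*n* = 62). Gene lists were tested against other genes with camera of limma at a preset correlation of 0.01, repeated with an estimated correlation. Each list was also tested by itself with fry. With an estimated correlation, a list of genes that rise and fall together is hard to call, so a miss decides little.

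Lists were summarized per sheep as the mean log2 CPM of their measured genes. Differences between blocks were tested on these means with 2-sided permutation tests of 100000 permutations, in which 1e-05 is the smallest *p* possible, and with the permuted F statistic over the 4 blocks. Relations are Pearson's *r* and Spearman's rho with permutation *p*. The SE of *r* comes from 2000 bootstrap resamples of sheep. The SE of a difference of list means comes from the SD and the number of sheep of each group. Each relation was repeated without the 2 sheep farthest from the median and within each block. Partial correlations took the residuals of both measures after a fit on the covariate. For block differences with the muscle list held constant, only the list was fitted on the muscle mean, over all sheep, and its residuals were compared. The muscle mean itself differed between blocks, so these differences are smaller than in a fit with block and muscle together. One that does not pass is therefore not shown to be absent. The limma fits with a covariate hold both terms. Whether slopes differ between blocks was tested with 10000 permutations for 4 relations.

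The network joined genes at 3 CPM or more in all 62 libraries by *r* above 0.8 kept by PCIT, and communities came from fast greedy modularity in igraph 0.11.9. Other calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0, and plots used matplotlib 3.10.9.

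Of 49 gene lists, 26 had at least 5 genes with a symbol in the table and were tested. They are the clusters and sub-clusters of Table S3, the lists of Tables 2, S4, S5 and S7, and textbook lists of tissue markers and pathways. The other 23, which include markers of immune cells, endothelium, nerve, skeletal muscle and basal epithelium, had fewer than 5 measured genes and were not tested. The study drew its own lists from networks that include these sheep.

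The sheep, the tests, the gene lists, the alternatives and the rule for naming genes were set before the data were examined. By that rule the genes named for a comparison are the 12 with the largest positive and the 12 with the largest negative log2 difference or slope among those that pass and have a symbol, or all if fewer pass. If none passes, the 3 with the smallest *p* are given and said not to pass. Every gene that the paper names in its text, Table 2, Table S5 or Table S7 is also given or summarized, and up to 4 genes of a list, those with the smallest *p*, serve as examples. The values in Tables S5 to S7 had been seen when this rule was written. Some genes that the rule names are not reported here.

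The alternatives were limma without the variance trend, with array weights, with a filter on low values, after quantile normalization over the 62 libraries, and with the muscle list mean, test block or DMI as a covariate. Others were Spearman's rho, the median of a list, partial correlations, leaving out block 1, sheep oz151 or sheep oz175, keeping sheep oz151, and a network at 0.85, without PCIT or over all genes. Added after the data were seen were voom weights on the recovered reads, libraries thinned to equal reads and live weight as a covariate. Gene counts for the traits without block 1, and results of single lists such as the contractile list under these settings, were added then too. Comparisons of each block with the rest, tests of lists over all 4 blocks, and tests for different slopes were also chosen then. The count of genes for each comparison was set against 100 assignments of the sheep to groups or trait values, the real one included.

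The limma step was tested on simulated data drawn for the 16011 genes at the real library sizes. Between block 1 and blocks 2–4, 93 of 100 genes changed by 0.5 on the log2 scale and 98 of 100 changed by 1 were recovered, with 9 false calls. For CH_4_ production, 87 of 100 slopes of 0.05 and 97 of 100 slopes of 0.1 were recovered, with 13 false calls. These slopes are larger than that of *ACADS* (0.0387) and the mean slope of the 14 metabolic genes (0.0231). How often slopes of that size would be recovered was not tested. The network step recovered 40 of 40 grouped genes among 80 simulated genes, with 0 links outside the groups.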

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

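The tests of chance, of muscle and of normalization as causes, the comparisons of single blocks, the test over all 4 blocks and the assignments of live weight were chosen only after the result was seen, although the muscle covariate and quantile normalization were themselves alternatives set in advance, and thinning to equal reads was added after the data were seen with its bound written before its result.

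The first result stands out because it takes in many genes the paper did not discuss, beside the epithelial differentiation genes whose lower level in block 1 it reports: 5842 of 16011 genes differed between block 1 and blocks 2–4 by limma, and chance can be excluded, since no other of 100 splits of the sheep gave more than 1. More muscle in the samples of block 1 does not account for all of it, as 2300 genes differed with the muscle list as a covariate. The epithelial differentiation genes were still lower with the muscle list mean held constant (-0.30, permutation *p* = 0.00982). Against other genes, however, camera with an estimated correlation did not call their list in block 1 (adjusted *p* = 0.151). That decides little at an estimated correlation of 0.616 between its genes, and by fry the list passed (adjusted *p* = 3.9e-06). Most of the count and the falls in lipid/oxo-acid metabolism went with muscle. Fewer reads and the authors' normalization are also argued against as the whole cause, by counts of 5297 after thinning every library to the reads of the smallest and 5841 after quantile normalization. What stays open is a difference in the sampling, handling or library preparation of block 1 or in its sheep, which cannot be told apart, since each sheep belongs to 1 block. No biological explanation was tested.

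The remaining blocks differed far less from each other. By limma, block 2 against the rest gave 0 genes (1005 at an unadjusted *p* under 0.05), block 3 gave 0 (1820) and block 4 gave 5, of which 3 were higher and 2 lower (2643). The rest of block 4 holds block 1. With block 1 left out, block 4 against blocks 2 and 3 gave 0 genes by limma (916 at an unadjusted *p* under 0.05, *n* = 46), so for the 5 genes chance and the difference of block 1 cannot be told apart: a count of 0 is as large in every split of the sheep and decides nothing. In pairs, by limma, block 1 differed from block 2 in 3592 genes, from block 3 in 3916 and from block 4 in 4914, while blocks 2 and 3 differed in 0 (1028 at an unadjusted *p* under 0.05), blocks 2 and 4 in 0 (771) and blocks 3 and 4 in 2.

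The second result comes from a list the paper gives in Table S3 and does not discuss in its text: the mean of the 16 type I interferon genes differed between the 4 blocks (F = 10.5, permutation *p* = 2e-05, adjusted *p* = 7.43e-05 over 26 lists). It was 4.80 ± 0.41 log2 CPM in block 1 (SD, *n* = 16), 5.12 ± 0.28 in block 2 (*n* = 16), 5.72 ± 0.77 in block 3 (*n* = 14) and 5.71 ± 0.65 in block 4 (*n* = 16). Among blocks 2–4 alone *p* was 0.00886, but 0.230 when adjusted over the lists. In block 1, 14 of 16 sheep lay below the median of the others. The difference of block 1 from blocks 2–4 was -0.71, and -0.35 (permutation *p* = 0.0404) with the mean of the muscle list held constant. Camera with an estimated correlation did not call the list in block 1 (adjusted *p* = 0.215), while by fry it passed (adjusted *p* = 0.000412).

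The third result concerns a trait the paper did not relate to single genes: 3 of 16011 genes were associated with live weight by limma, all lower in heavier sheep, and 1318 passed at an unadjusted *p* under 0.05. None has a symbol in the paper's tables. For 2 of them, ENSOARG00000020843 had a slope of -0.055 log2 CPM per kg (SE 0.0103, limma adjusted *p* = 0.0212) and ENSOARG00000019252, which also fell with CH_4_ production, a slope of -0.049 (SE 0.00961, limma adjusted *p* = 0.0262). The third, ENSOARG00000001731, had a mean of only -0.57 log2 CPM and a slope of -0.083 (SE 0.0169, limma adjusted *p* = 0.0310). Other assignments of live weight to the sheep gave at most 2 genes. With test block as a factor none passed (1451 at an unadjusted *p* under 0.05). None passed with voom weights and 1 at 3 CPM or more. Without block 1, 2 genes passed, none of them among the 3. By contrast, 3 passed without a variance trend, 4 after quantile normalization and 78 with the muscle covariate.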

How the results depend on the processing

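Of 25 main results under 128 alternatives, 87 values kept their direction, their side of the threshold or, for a count, stayed within 1.5 times, while 8 became weaker, 6 stronger, 7 reversed and 20 counts moved. Of 99 other results under 616 alternatives, 562 were the same, 44 weaker, 6 stronger and 4 reversed. The count of 5842 genes in block 1 was 4625 to 5902 under every alternative but the muscle covariate, with 4625 at 3 CPM or more, where fewer genes are tested. Of 69 genes named for block 1, the muscle covariate left 44 the same, 22 weaker and 3 reversed, quantile normalization made 1 weaker, and limma without a trend, array weights, voom weights and the filter changed none (62 pass the filter). Depth limits this count little, as thinned libraries gave 5297. No paired analysis was possible because each sheep gave 1 library and belongs to 1 block. Voom weights, thinning, live weight as a covariate, the gene counts for the traits without block 1 and the results of the contractile list under these settings were chosen after seeing the data. Where a result changed, the cause was not tested, except that leaving out sheep or genes leaves fewer to test.

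With the mean of the muscle list held constant, *r* of cell cycle with lipid/oxo-acid metabolism was -0.0796, of cell cycle with epithelial differentiation -0.0461, and of *NEXN* with CH_4_ yield 0.00439. The difference of cell cycle genes in block 1 was 0.30, of contractile genes -0.13, of *SYNPO2* -0.16, of *CNN1* -0.061 and of *LMOD1* -0.18. As a covariate it gave 2300 genes for block 1, 41 for CH_4_ production, 3 for DMI and 78 for live weight. Without block 1, *r* was 0.398 for cell cycle with epithelial differentiation, 0.273 for epithelial differentiation with general metabolism, 0.0735 for cell cycle genes with CH_4_ production, -0.244 for the 41 genes with CH_4_ yield and -0.220 for *SYNPO*, and CH_4_ production had 0 genes (limma, 2188 at an unadjusted *p* under 0.05). With block differences removed, *r* with CH_4_ yield was -0.156 for the 41 genes, -0.122 for *SYNPO* and 0.00148 for *KCNMA1*. With block as a factor limma gave 4 genes for CH_4_ production and 0 for live weight (1451 unadjusted). With all 62 sheep, F of CH_4_ yield between blocks was 1.21, *r* was 0.0196 for the 41 genes and -0.0196 for *SYNPO*, and 2 genes passed for CH_4_ yield. Without oz151 and oz175, *r* was -0.324 for *NEXN* and -0.277 for *KCNMA1*, and 18 genes passed. Spearman's rho was 0.302 for cell cycle with epithelial differentiation, 0.00514 for cell cycle genes with CH_4_ production and -0.279 for *KCNMA1*. With live weight held constant, the 14 genes had 0.202 with CH_4_ production. For CH_4_ production limma gave 1 gene without a trend, 1 after quantile normalization, 0 at 3 CPM or more (875 unadjusted), 0 with DMI as a covariate (1918) and 0 with voom weights (1454). For DMI it gave 1 without a trend and 2 after quantile normalization, and for live weight 1 at 3 CPM or more and 0 with voom weights (1341). At 0.85 the network held 1544 genes. Of 68 calls of lists by camera over block 1, CH_4_ production, CH_4_ yield and DMI, 0 held with an estimated correlation, as against 24, 7, 19 and 18 with the preset one. By fry no list passed for CH_4_ production, CH_4_ yield or DMI (lowest adjusted *p* of 0.08, 0.131 and 0.342).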

Differences from the paper's values

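For CH_4_ production and CH_4_ yield of the AUS sheep, the paper's *r* in Table S2 is 0.122 and the value here is -0.215. Of the alternatives set before the data were examined, neither keeping all 62 sheep (-0.0234) nor leaving out oz151 and oz175 (-0.0571) reached the paper's value. For CH_4_ yield and DMI, the paper's *r* is -0.33 in its text and -0.335 in Table S2, against -0.645 here. All 62 sheep gave -0.497 and the set without both sheep -0.567, which also differ. CH_4_ yield was computed here from labeled CH_4_ production and DMI, and no setting gave the paper's yields: its mean is 19.3 g/kg DMI in Table S1 and 20.2 for block 4 in its text, against 20.6 and 22.6 here. Both gaps are larger than the SE of the mean here, which was 0.428 over 61 sheep and 1.02 in block 4. The means come from the same experiment, so the spread between sheep cannot judge the gaps. Relations to CH_4_ yield here rest on other values than the paper's.

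The paper's *r* of general metabolism and lipid/oxo-acid metabolism in the AUS sheep is about 0.53 in Fig. 2B, read by eye, against 0.760 here. It differed under each alternative set before the data were examined: 0.754 without block 1, 0.677 after quantile normalization, rho of 0.759, and 0.321 with the muscle list held constant. For the 14 metabolic genes and CH_4_ yield, the paper's *r* is about 0.29 in Fig. 5B, read by eye, against 0.135 here. Of the alternatives set before the data were examined, rho (0.214) and *r* without oz151 and oz175 (0.202) lay within 1 SE of *r* (0.111) of the paper's value. The others lay farther from it than 1 SE: 0.154 after quantile normalization, 0.0338 with block differences removed, 0.0188 with the muscle list held constant, 0.0247 with all 62 sheep and 0.0583 without block 1. The mean *r* of 13 metabolic genes with CH_4_ yield is 0.246 in the paper's Table S5. The value here is 0.121, with 0.0235 for all 62 sheep and 0.184 without both sheep, both of which differ.

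The paper states that all genes kept had a CPM above the minimum in every AUS sample. Of the 16011 genes, 11535 did so here and 16001 did in at least 1 library. It also describes the effect of block 1 on gene sets other than epithelial differentiation as limited. Here 512 of 647 muscle genes, 40 of 42 general metabolism genes and 29 of 41 lipid/oxo-acid metabolism genes differed in block 1 by limma. With an estimated correlation camera called none of these lists (adjusted *p* of 0.151, 0.151 and 0.254). The estimated correlations were 0.563, 0.557 and 0.627, so that decides little. By fry all of them passed (adjusted *p* of 4.01e-05, 1.85e-06 and 0.0008). With the muscle list held constant the difference in lipid/oxo-acid metabolism was -0.01 (permutation *p* = 0.814), while that in general metabolism still passed (-0.09, *p* = 0.00871). The cell cycle list mean did not pass (permutation *p* = 0.255), as the paper also reports, but it did with the muscle list held constant (0.30, *p* = 0.00193).

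The paper places *OXCT1* outside the network. Here it had 154 links at *r* above 0.8 in the AUS network, and it stands in the muscle list of Table S3. The paper places the 41 genes in the muscle cluster and maps them in the combined AUS-NZ network, which was not rebuilt. Table S3, which lists genes shared by the separate AUS and NZ networks, has 15 of the 41 under muscle. In the AUS network here, 24 of the 28 that passed the expression filter lay in 1 community, of 670 genes. It is not the community of 534 genes that held 421 of the 647 muscle genes. These networks are not the combined one, so the numbers do not bear on the paper's statement. All 41 had a negative *r* with CH_4_ yield, as the paper states.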

Other observations

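In this part, the reading of covariates as causes for the 14 and the 41 genes, live weight as a covariate for the 14 genes, DMI as a covariate for the 41 genes, the relation of lists to DMI, live weight and CH_4_ yield beyond the planned ones, and the assignments of trait values to sheep were chosen only after the result was seen, while the other covariates were alternatives set in advance.

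Epithelial differentiation genes had lower values in sheep that ate more, but the relation did not pass adjustment. Of the 43 genes, all had a negative slope on DMI, none passed over all genes by limma and 19 passed when adjusted over the list alone, a list the study chose on these sheep. Their mean had *r* = -0.326 with DMI (SE 0.108, *n* = 61, permutation *p* = 0.00992, rho = -0.338, *p* = 0.00786), and adjusted over 50 relations *p* was 0.0992 and 0.0655. It no longer passed without the 2 sheep farthest from the median (*r* = -0.233, *p* = 0.0758), so passing the threshold rested on those sheep. Within blocks 1 to 4 it was -0.444, -0.104, 0.136 and -0.235, and with block differences removed it was -0.213 and did not pass (*p* = 0.0974). With CH_4_ production, 42 of the 43 genes had a negative slope (9 passed over the list alone) and the mean had *r* = -0.266 (SE 0.0890, *n* = 62, *p* = 0.0362, rho = -0.312, *p* = 0.0142; adjusted *p* = 0.122 and 0.0881), with -0.257 without the 2 farthest sheep and -0.337, -0.286, 0.0159 and -0.223 in blocks, and -0.219 (*p* = 0.0881) with block differences removed. Against other genes camera called the list for CH_4_ production (adjusted *p* = 5.03e-14), but not with an estimated correlation (adjusted *p* = 0.369). With live weight, all 43 slopes were negative, 9 passing over the list alone. The mean had *r* = -0.271 (permutation *p* = 0.0340) and rho = -0.212 (*p* = 0.0966), with adjusted *p* of 0.122 and 0.243. It was -0.146 (*p* = 0.264) without the 2 farthest sheep. With block differences removed it was -0.379 and passed (*p* = 0.00247, not adjusted over relations). Camera with an estimated correlation did not call the list for live weight (adjusted *p* = 0.311). No gene passed for DMI by limma (1899 at an unadjusted *p* under 0.05). The smallest *p* among genes with a symbol belonged to *S100A9*, a calcium-binding protein of inflamed epithelium and myeloid cells, at a slope of -1.34 log2 CPM per kg/d (SE 0.377, limma adjusted *p* = 0.148), *AREL1* (0.47, limma adjusted *p* = 0.148) and *ABCC3* (0.50, limma adjusted *p* = 0.159), none of which passed. For live weight the smallest belonged to *CBR1* (slope 0.026 log2 CPM per kg, limma adjusted *p* = 0.110), the lipoxygenase *ALOX15B* (-0.026, limma adjusted *p* = 0.122) and *IL20RA* (0.018, limma adjusted *p* = 0.130), which did not pass either.

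Type I interferon genes had a positive relation to CH_4_ yield that passed adjustment by rank only. All 16 had a positive slope, none passed over all genes by limma and 12 passed when adjusted over the list alone. Their mean had *r* = 0.334 (SE 0.136, *n* = 61, permutation *p* = 0.00921, rho = 0.459, *p* = 0.00024), and adjusted over 50 relations *p* was 0.0992 and 0.0120. It was 0.249 without the 2 farthest sheep (*p* = 0.0571), so passing the threshold rested on them. In blocks 1 to 4 it was 0.274, 0.614, 0.318 and -0.122. With block differences removed it was 0.157 (*p* = 0.222). Camera called the list (adjusted *p* = 1.55e-12), but not with an estimated correlation (adjusted *p* = 0.366). In the network all 16 lay in a community of 38 genes, with 47 links among themselves. Other lists went with block 1: 27 of 28 intracellular transport genes and 13 of 14 electron transport chain genes fell by limma (28 and 13 over the list alone). Of the muscle list, 41 of 46 cell motility genes, 37 of 50 extracellular matrix genes and 30 of 32 muscle system process genes rose (45, 41 and 32 over the list alone). Of 10 ketogenesis and ketolysis genes, 8 of which are in the study's metabolism lists and 2 in its muscle list, 6 fell (6 over the list alone), and of the 8 ketone body genes 5 fell (5 over the list alone). Of 23 metabolism genes of Table S5, 13 fell, and of its 19 cell cycle genes 2 rose and none did over the list alone. Camera called neither of the last sets with an estimated correlation (adjusted *p* = 0.346 and 0.69). The same held for the ketone lists (0.346 each), and for the sub-lists of metabolism and muscle the adjusted *p* with an estimated correlation was 0.151 to 0.207. Given the muscle list mean, the differences in intracellular transport (-0.105, permutation *p* = 0.00199) and cell motility (0.0517, *p* = 0.00072) still passed, that in the cell cycle genes of Table S5 newly passed (0.314, *p* = 0.00283), that in muscle system process was reversed (-0.0721, *p* = 0.0364), and those in the electron transport chain, extracellular matrix, ketone and Table S5 metabolism lists did not pass (*p* of 0.150 to 0.946).

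Camera at the preset correlation also called the 41 genes for CH_4_ yield (adjusted *p* = 1.77e-24), adhesion genes (4.51e-08) and ribosomal proteins (2.13e-09), of which the first 2 had all slopes negative and the third all positive. For CH_4_ production it called lipid/oxo-acid metabolism (adjusted *p* = 5.06e-14, 38 of 41 slopes positive, 9 over the list alone), ketogenesis and ketolysis (1.51e-05), the 14 genes (2.5e-10), the metabolism genes of Table S5 (6.14e-11) and the transport genes (0.0282). With an estimated correlation none was called, at adjusted *p* of 0.366, 0.657 and 0.657 for the lists of CH_4_ yield and 0.369, 0.211, 0.280, 0.344 and 0.525 for those of CH_4_ production. The number of genes that pass for CH_4_ yield says little in these sheep. Of 100 assignments of CH_4_ yield to the sheep, 9 gave any gene, and the highest gave 650, while the real one gave 0 by limma (1521 at an unadjusted *p* under 0.05).

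The first relation that could be followed up is that of the 14 metabolic genes with CH_4_ production. Feed intake as the common cause stays open. With DMI held constant *r* was 0.349 (permutation *p* = 0.00578, without oz151). This value cannot decide the question. The study chose the genes, in these sheep among others, by their relation to both CH_4_ production and CH_4_ yield, which is CH_4_ production over DMI. Live weight stays open too, since with it held constant *r* was 0.202 (*p* = 0.115), and a larger animal may have both a higher CH_4_ production and higher metabolic gene expression. The study chose the genes by their relation to CH_4_ production, and the hypothesis that they follow it apart from feed intake and body size would need other sheep. No biological explanation beyond these traits was tested.

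The second is the negative relation of the 41 genes of Table S7 with CH_4_ yield. Feed intake, the divisor of CH_4_ yield, is weakly argued against, with -0.257 (*p* = 0.0453) when DMI was held constant, just past the threshold. The test blocks stay open: with block differences removed *r* was -0.156 (*p* = 0.229), and the relation may come in part from block 1, where the genes were highest and CH_4_ yield lowest. The share of muscle in the sample stays open. With the muscle list mean held constant *r* was -0.352 (permutation *p* = 0.00446). This value cannot decide the question, because the study chose the 41 genes on the same sheep with muscle expression held constant. The muscle list itself had *r* = -0.169 with CH_4_ yield (*p* = 0.193) and rho = -0.255 (*p* = 0.0472). Adjusted over 50 relations, *p* of this rho was 0.139. With block differences removed, *r* of the muscle list was -0.0134 (*p* = 0.919). Whether the 41 genes follow CH_4_ yield apart from muscle would therefore need other sheep. No biological explanation beyond these was tested.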
